# Alteration in gut microbiota associated with hepatitis B and non-hepatitis virus related hepatocellular carcinoma

**DOI:** 10.1186/s13099-018-0281-6

**Published:** 2019-01-18

**Authors:** Qisha Liu, Fan Li, Yaoyao Zhuang, Jian Xu, Jianwei Wang, Xuhua Mao, Yewei Zhang, Xingyin Liu

**Keywords:** Gut microbiome, Dysbiosis, Liver cancer, Hepatocellular carcinoma, HBV

## Abstract

**Background:**

The onset of hepatocellular carcinoma (HCC) ranked fifth malignancies all over the world. Increasing evidences showed that the distribution of HCC was related to the incidence of chronic hepatitis B virus (HBV) infection and other factors, such as alcoholism, aflatoxin B1 ingestion and obesity. Recent studies demonstrated that gut dysbiosis plays an important role in liver diseases. However, the researches on gut microbiota of HBV and non-HBV non-HCV related HCC have not been reported. In this study, we investigated the differences between the gut microbiota of HBV related HCC (B-HCC) and non-HBV non-HCV related HCC (NBNC-HCC), finally found some potential bacteria, linking different pathological mechanism of both types of HCCs.

**Results:**

We carried out 16S rRNA analyses in a cohort of 33 healthy controls, 35 individuals with HBV related HCC (B-HCC) and 22 individuals with non-HBV non-HCV (NBNC) related HCC (NBNC-HCC). We found that the species richness of fecal microbiota of B-HCC patients was much higher than other two groups. Interestingly, the feces of NBNC-HCC patients harbored more potential pro-inflammatory bacteria (*Escherichia*-*Shigella*, *Enterococcus*) and reduced levels of *Faecalibacterium*, *Ruminococcus*, *Ruminoclostridium* which results in decrease potential of anti-inflammatory short-chain fatty acids. The feces of NBNC-HCC patients had relatively fewer abundance of multiple biological pathways related to amino acid and glucose metabolism, but high level of transport and secretion in some types. However, the B-HCC patients had opposite results of bacterial composition and associated multiple biological pathways versus NBNC-HCC patients. Meanwhile, we found that aberrant network of gut microbiota occurred differently in B-HCC and NBNC-HCC patients.

**Conclusions:**

Our study indicated that B-HCC and NBNC-HCC patients showed differential abundance of bacteria involved in different functions or biological pathways. We suggested the modification of specific gut microbiota may provide the therapeutic benefit for B-HCC and NBNC-HCC.

**Electronic supplementary material:**

The online version of this article (10.1186/s13099-018-0281-6) contains supplementary material, which is available to authorized users.

## Background

Hepatocellular carcinoma (HCC) is the most common form of liver cancer being diagnosed annually [1], which is the fifth global malignancy [2, 3]. With increasing the risk factors such as obesity and fatty liver diseases, the worldwide incidence of HCC also increases [3, 4].

The worldwide distribution of HCC was related to the infection of chronic hepatitis B virus (HBV), especially in China. HBV promote carcinogenesis not only through the direct activation of oncogenic proteins but also indirectly establish chronic inflammation, fibrosis and cirrhosis [5]. Approximately 257 million people are infected with HBV worldwide [6]. For patients with HBV induced cirrhosis, 70–90% of HCC occur against a background of cirrhosis [7]. In addition to HBV, other risk factors include alcoholism, aflatoxin B1 ingestion, obesity, age, diet habits and genetics. In this study, we defined the other elements as non-HBV non-HCV related HCC.

The gut microbiota plays a vital role in physiology, nutrition, immunology and pathogenic processes [8]. The liver interacts with the gut through hepatic portal and bile secretion systems. Increasing evidences have revealed that gut microbiota plays an important role in liver disease formation, pathogenesis and treatment responses [9, 10]. It was reported that microbial translocation, bacteria peptidoglycan and metabolic outcomes can intensify the clinical features of chronic liver diseases [11].

Increasing studies have demonstrated that gut dysbiosis affect liver diseases, such as nonalcoholic alcohol-related liver disease, primary sclerosing cholangitis, fatty liver disease (NAFLD), fibrosis, cirrhosis and HCC [8, 12–16]. Most of these diseases presented a potentially “dysfunctional” gut microbiome. For instance, some cirrhotic patients’ gut microbiota had the high abundance of *Enterobacteriaceae*, suggesting it an invasion microbiota from the mouth. Meanwhile, some beneficial bacteria declined in the gut of liver diseases, such as *Lachnospiraceae* [14, 17]. In a recent comprehensive study of gut microbiome in early HCC patients, species diversity decreased in healthy controls compare to cirrhotic patients but increased in early HCC compared with cirrhosis [18]. In addition, butyrate-producing genera declined, however, LPS-producing genera enriched in early HCC patients [18].

However, there are limited comparison researches on gut microbiota of HBV related HCC and non-HBV non-HCV related HCC. The aim of this study was to find the differences in the gut microbiota composition of HBV and non-HBV non-HCV related HCC compared with healthy controls using 16S rRNA sequencing. This would be helpful to find the potential bacteria linking different pathological mechanisms between HBV and non-HBV non-HCV related HCC. It also helps to develop a new non-invasive differential diagnosis and therapeutic procedures for HCC patients with harboring specific gut bacteria.

## Results

### Cohorts of patients

Volunteers information was collected, including age, gender, weight, height, drinking history, body mass index (BMI) (kg/m^2^) and blood biochemical indexes (Table 1, Additional file 1). Only two HCC patients were assessed as the Child–Pugh class B, other HCC patients were Child–Pugh class A (Additional file 1). The average MELD score of HCC patients was five (Additional file 1). In total, 2047 operational taxonomic units (OTUs) were obtained from fecal microbiota of three groups for healthy controls, HBV related HCC (B-HCC) patients and non-HBV non-HCV (NBNC) related HCC (NBNC-HCC) patients, averaging 1749, 1285 and 1696, respectively. 

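Fecal DNA from 33 healthy controls, 22 NBNC-HCC patients and 35 B-HCC patients was amplified over the V4 region of the 16S rRNA gene, a gene that all bacteria carry and whose sequence differs between taxa. The authors grouped the sequences into OTUs at 97% similarity with QIIME, so that 1 OTU stands for a cluster of near-identical 16S sequences. The description of the series gives another number of NBNC-HCC patients than the 22 sample records and the 22 patients of Table 1, and the 22 were used here. The deposited table listed 2107 OTUs, each on 1 line with its taxonomic lineage and the confidence of that assignment. It held no value per participant, so the OTUs of all 90 participants were pooled in it, and the OTU numbers of each group were not analysed here. Leaving out the 2 archaeal OTUs gave 2105. The confidence, a fraction, lay between 0.80 and 1.00, and 1075 OTUs (51.0%) were assigned with a confidence of 1.00. A phylum was named for 2090 OTUs (99.2%), an order for 1995 (94.7%) and a genus for 1227 (58.2%). The number of sequences per participant is unknown from the tables used here, so no interval from sequencing depth is given. Relative abundances of each participant were taken from the paper's Additional files 2 to 5 and 9, of which all 33 healthy controls and the first 16 of the 22 NBNC-HCC patients were in hand, and no B-HCC patient. Healthy controls were compared with these 16 patients by a two-sided permutation test of the rank sum with 100000 resamples, after the Wilcoxon rank sum test that the paper names, and P values were adjusted by the Benjamini–Hochberg method. The groups of Table 1 differ in sex, drinking and BMI, and no test was adjusted for these. A difference between the groups can therefore not be assigned to the disease alone. Participants with Buchnera listed at 0, which were 27 controls and 11 patients, were also compared apart as a candidate batch. The other 6 controls and 5 patients were not compared apart. Values of B-HCC patients are the paper's group means from its Additional file 8.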

As shown in Table 1, the coverage values were nearly 1.00 for the sequences in three groups, which indicated that the sequencing depth was enough for the investigation of fecal microbiota of HCC patients or healthy controls.

**Table 1:** The basic information of primary data analysis, and species richness indices in the fecal samples

Characteristic	Healthy controls	NBNC-HCC patients	B-HCC patients
Patients	33	22	35
Gender (male/female)	11/22	18/4	28/7
Median age	56.64 ± 9.91	61.12 ± 9.99	56.83 ± 9.95
Drinking condition	22/5/3/3	6/3/2/11	19/10/4/2
BMI (kg/m^2^)	30/3	13/9	22/13
OTUs	1749	1285	1696
Coverage	1.00	1.00	1.00
Diversity index (median)			
Species	465	466	487
ACE	552.31	556.20	590.50
CHAO1	542.56	561.19	578.41
Shannon	5.51	5.36	5.69
Simpson	0.93	0.90	0.94
Beta diversity	0.39	0.42	0.40

*NBNC-HCC* non-HBV non-HCV related hepatocellular carcinoma, *B-HCC* HBV related hepatocellular carcinoma. Drinking condition, none/low level/medium level/high level, *BMI* Body Mass Index (kg/cm^2^), normal/overweight, *OTU* operational taxonomic units, *ACE* abundance-based coverage estimators

### Alterations of gut microbiota composition in HCC patients

The overlapping OTU of three groups were shown in a Venn diagram (Fig. 1a). These data demonstrated that 246, 46 and 141 OTUs were existed independently in healthy controls, NBNC-HCC and B-HCC patients, respectively. Based on the OTUs analysis, the bacterial communities of B-HCC patients tended to be more heterogeneous, whereas those of the healthy controls and NBNC-HCC patients exhibited similar patterns (Fig. 1b). According to the rank-abundance curves, species richness of B-HCC patients was much higher than other two groups, and all the OTUs were evenly distributed (Fig. 1c).

**Fig. 1:**
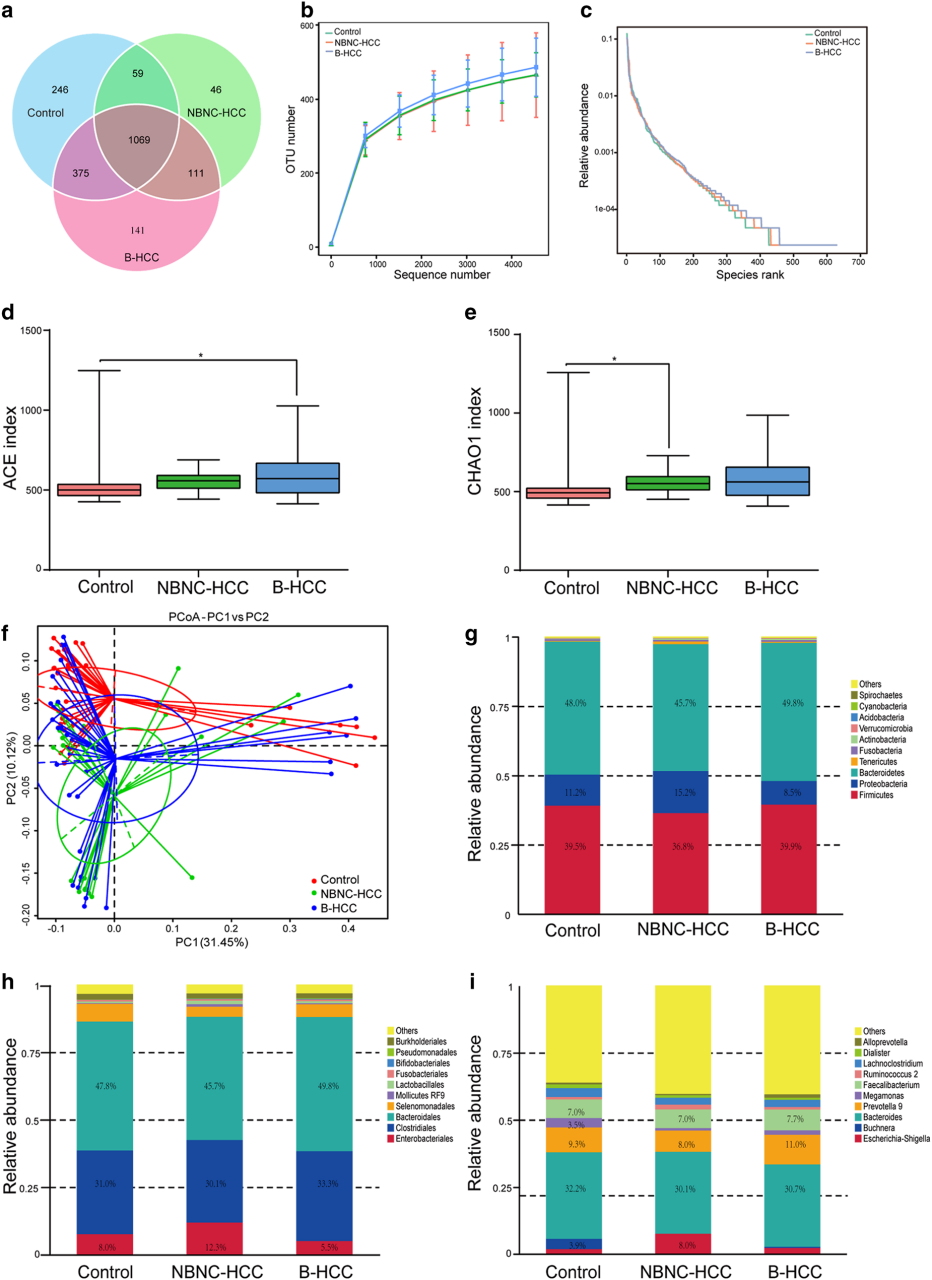
Shift microbiota and diversity in gut microbiota of healthy controls, NBNC-HCC and B-HCC patients. **a** Venn diagram of OTUs in three groups. **b** Observed species numbers in three groups. **c** Rarefaction curve for the comparison of OTUs in three groups. **d**, **e** Comparison of the alpha diversity (ACE and CHAO1) based on the OTUs profiles. **f** Principal Co-ordinates Analysis (PCoA) of bacterial beta diversity based on the unweighted UniFrac distances. Each node represents each sample. Control, NBNC-HCC and B-HCC subjects are colored in red, green and blue, respectively. **g**–**i** Relative abundance of the top 10 microbiota at the phylum, order and genus level

Generally, the bacterial alpha diversity indices (such as abundance-based coverage estimators (ACE) and CHAO1 index) in B-HCC patients was the highest (Fig. 1d, e). However, the Shannon and Simpson indices were not significantly different among three groups (P > 0.050, Table 1). The Principal Co-ordinate Analysis (PCoA) of beta diversity calculated on the unweighted UniFrac distances was used for clustering 90 samples into three distinct enterotypes (Fig. 1f).

Distinct differences in bacterial composition were observed among three groups. The microbiome contained 30 phyla, 125 orders and 479 genera in all fecal samples. 

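Counting each name once and leaving out blank names, the deposited table held 30 phyla, 123 orders and 478 genera among its 2107 OTUs. These are counts over 1 pooled table, without replicates. Each of the 478 genus names was also a name in the paper's Additional file 4, which has 479 genus lines. When full lineages were counted in place of names, so that the same name under different parent taxa counted separately, the table held 30 phyla, 125 orders and 479 genera. Leaving out unidentified and uncultured names moved the counts of orders and genera most, to 117 and 456, and left 30 phyla. Over bacterial OTUs alone there were 28 phyla, 122 orders and 477 genera.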

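In the deposited table, Firmicutes had 795 OTUs (37.7%), Proteobacteria 509 (24.2%), Bacteroidetes 310 (14.7%), Actinobacteria 178 (8.45%) and Acidobacteria 99 (4.70%). Firmicutes, Proteobacteria and Bacteroidetes together made up 1614 of 2107 OTUs (76.6%). The number of OTUs counts kinds of sequences, not their amount. By mean relative abundance over the paper's Additional file 2, Bacteroidetes came first, at 48.0% ± 12.7 (SD, n = 33) in healthy controls and 46.7% ± 17.4 (SD, n = 16) in NBNC-HCC patients, a difference that did not pass (permutation test of the rank sum, p = 0.793, adjusted p = 1.00) and whose ranks ran the other way from the means. Actinobacteria and Acidobacteria held many OTUs and little of the abundance, with means of 0.235% and 0.0585% in healthy controls.

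**Figure D1:**
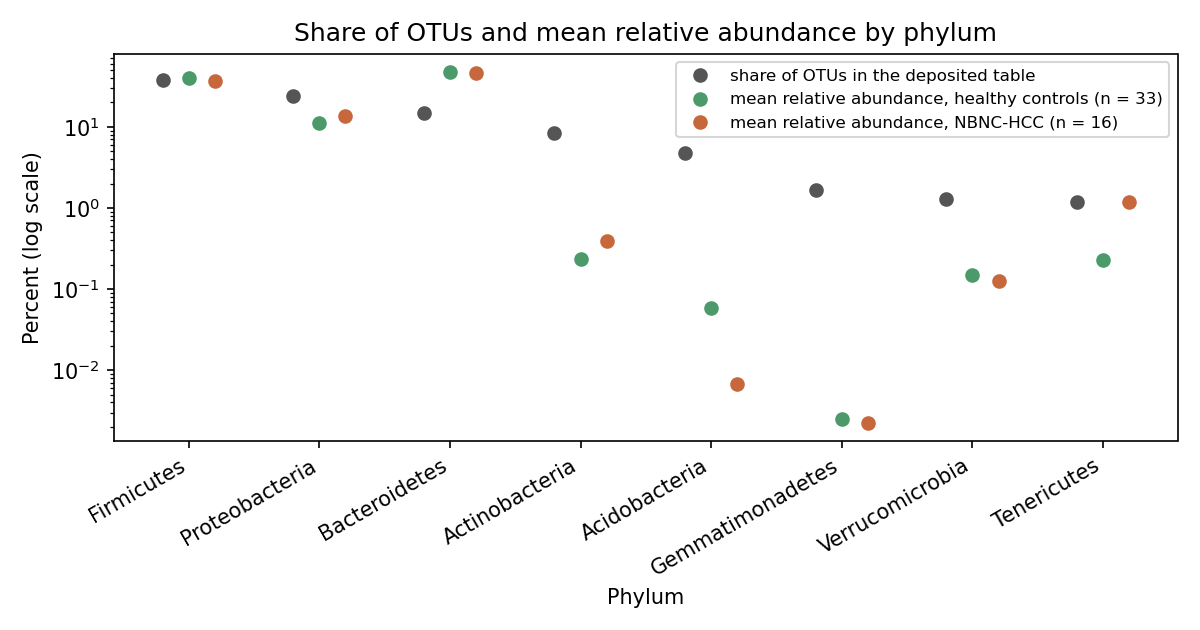
Share of the 2107 OTUs of the deposited table (grey) and mean relative abundance in 33 healthy controls (green) and 16 NBNC-HCC patients (orange) for the 8 phyla with most OTUs, in percent on a log scale. Points are shares or group means without error bars. Acidobacteria held 4.70% of OTUs and a mean of 0.0585% of the abundance in healthy controls.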

*Bacteroidetes*, *Firmicutes* and *Proteobacteria* were the most abundant taxonomic groups (Fig. 1g, Additional file 2). The relative abundance of *Proteobacteria* (15.2%) in NBNC-HCC patients was individually higher than that in other two groups, while the *Proteobacteria* (8.5%) in B-HCC patients was less. 

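Over the participants in hand, the mean relative abundance of Proteobacteria was 13.7% ± 21.1 (SD, n = 16) in NBNC-HCC patients and 11.2% ± 15.1 (SD, n = 33) in healthy controls. The medians ran the other way, at 4.87% and 6.37%. The difference was smaller than the spread within either group (permutation test of the rank sum, p = 0.506, adjusted p = 1 over 31 phylum lines). By the difference in means the direction was higher in NBNC-HCC patients, with p = 0.648. With only participants at 0 for Buchnera, p was 0.777. With the share of Buchnera, itself a genus of Proteobacteria, subtracted, the mean was 7.34% ± 4.94 (SD, n = 33) in healthy controls and 13.7% ± 21.1 (SD, n = 16) in NBNC-HCC patients, a larger gap that exceeded the SD of the controls and not that of the patients. It did not pass by the rank sum (lower in patients, p = 0.696) or by the difference in means (higher, p = 0.0888), the alternative that moved this result most.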

On the contrary, the relative abundance of Firmicutes (36.8%) in NBNC-HCC patients was the lowest among three groups. 

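Firmicutes had a mean relative abundance of 37.1% ± 14.9 (SD, n = 16) in the NBNC-HCC patients in hand and 39.5% ± 11.5 (SD, n = 33) in healthy controls. The medians were 37.8% and 38.6%. The lower mean of NBNC-HCC patients lay inside the spread of both groups (permutation test, p = 0.406, adjusted p = 1), and p was 0.726 among participants with Buchnera at 0.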

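In the deposited table, Clostridiales had 661 OTUs (31.4%), followed by Bacteroidales with 243 (11.5%), Rhodospirillales with 73 (3.46%), Rhizobiales with 59 (2.80%) and Myxococcales with 53 (2.52%). Selenomonadales had 28 OTUs and Enterobacteriales 12, so their share of the abundance rested on few OTUs. Over the paper's Additional file 3, which lists 31 order lines, Bacteroidales made up 47.8% ± 13.1 (SD, n = 33) in healthy controls and 46.7% ± 17.4 (SD, n = 16) in NBNC-HCC patients (permutation test, p = 0.793). The first of the 2 lines that this file names Clostridiales stood at 31.0% ± 8.95 (SD, n = 33) and 31.7% ± 14.2 (SD, n = 16) (p = 0.826). Enterobacteriales had a mean of 7.98% ± 14.5 (SD, n = 33) in healthy controls and 11.4% ± 21.4 (SD, n = 16) in NBNC-HCC patients, with medians of 3.31% and 2.21% (p = 0.491). Selenomonadales was lower in NBNC-HCC patients, at 3.73% ± 2.84 (SD, n = 16) against 6.61% ± 6.53 (SD, n = 33), a difference that did not pass the test (p = 0.0827, adjusted p = 0.801). For the other 3 orders the adjusted p was 0.846 or above, and the direction by means was the opposite of that by ranks. For Selenomonadales, p was 0.372 among participants with Buchnera at 0. Enterobacteriales was not recomputed with the share of Buchnera subtracted, whose mean was 3.86% in controls and 0.0333% in patients.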

Based on the order level (Fig. 1h, Additional file 3), *Enterobacteriales*, *Clostridiales*, *Bacteroidales* and *Selenomonadales* were the most abundant taxonomic groups. 

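The genera with most OTUs in the deposited table were Bacteroides with 42, Ruminiclostridium 5 with 30, Anaerotruncus with 29, Ruminococcaceae UCG 014 with 25 and Alistipes with 21, the last level with Ruminococcaceae UCG 010. Prevotella was split over 6 names, the unnumbered genus and 5 numbered ones, with 39 OTUs together, of which Prevotella 9 had 9 and Prevotella 2 had 4. Faecalibacterium had 7 OTUs. By mean relative abundance over the paper's Additional file 4, Bacteroides stood at 32.3% ± 13.1 (SD, n = 33) in healthy controls and 30.9% ± 14.9 (SD, n = 16) in NBNC-HCC patients, Prevotella 9 at 9.28% ± 8.24 (SD, n = 33) and 8.40% ± 8.30 (SD, n = 16), and Faecalibacterium at 6.94% ± 3.12 (SD, n = 33) and 7.19% ± 4.26 (SD, n = 16). None of the 3 differed between these groups (permutation tests, p = 0.578, 0.493 and 0.697, each with an adjusted p of at least 0.977).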

For genus level (Fig. 1i, Additional file 4), *Escherichia*-*Shigella*, *Buchnera*, *Bacteroides*, *Prevotella*, *Megamonas* and *Faecalibacterium* were predominant bacteria. 

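The single OTU assigned to Escherichia-Shigella in the deposited table, at a confidence of 0.99, stood behind a mean relative abundance of 7.52% ± 18.8 (SD, n = 16) in NBNC-HCC patients and 2.18% ± 2.97 (SD, n = 33) in healthy controls. The medians were close, at 1.12% and 1.10%, and 2 of 16 patients and 2 of 33 controls were above 10%. The ranks did not differ (permutation test of the rank sum, p = 0.995), and with the difference in means as the statistic the direction changed to higher in NBNC-HCC patients with p = 0.0796. Megamonas, also 1 OTU, averaged 1.19% ± 1.89 (SD, n = 16) in NBNC-HCC patients and 3.51% ± 6.04 (SD, n = 33) in healthy controls, with medians of 0.423% and 1.34% (permutation test, p = 0.0130, adjusted p = 0.543 over 425 genera). Among participants with Buchnera at 0, p was 0.950 for Escherichia-Shigella and 0.0478 for Megamonas.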

The relative abundance of *Escherichia*-*Shigella* was much higher in NBNC-HCC patient (8.0%), however, the abundance of *Buchnera* and *Megamonas* were much smaller in NBNC-HCC and B-HCC patients. In B-HCC patients, the abundance of *Prevotella* was much greater than other two groups. Meanwhile, healthy controls had more *Buchnera* species.

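Buchnera, known as a genus of bacteria living inside aphids, was assigned to 6 OTUs of the deposited table with confidences between 0.85 and 1.00 and a median of 0.98. Over the paper's Additional file 4 its mean was 3.86% ± 14.5 (SD, n = 33) in healthy controls and 0.0333% ± 0.0534 (SD, n = 16) in NBNC-HCC patients, and the median was 0 in both groups. It was above 0 in 6 of 33 controls and 5 of 16 patients, and the other participants were listed at 0. The SD of the controls was larger than their mean, and the groups did not differ by the rank sum (permutation test, p = 0.525, adjusted p = 0.977) or by the difference in means (p = 0.224).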

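The deposited table assigned 25 OTUs to Ruminococcaceae UCG 014, 8 to Ruminococcaceae UCG 002, 6 to Lachnospiraceae UCG 010, 5 to Ruminococcaceae NK4A214, 3 to Barnesiella, 2 each to Veillonella and Subdoligranulum, and 1 to Proteus. Over these 8 genera and Prevotella 2, the mean relative abundance of the 16 NBNC-HCC patients was higher than that of the 33 healthy controls in 9 of 9, the median in 6 and the mean rank in 5. Prevotella 2 averaged 0.587% ± 0.726 (SD, n = 33) in controls and 1.25% ± 1.42 (SD, n = 16) in patients, and Subdoligranulum 0.450% ± 0.287 (SD, n = 33) and 0.592% ± 0.398 (SD, n = 16). None of the 9 passed the permutation test of the rank sum, with p between 0.280 and 0.965 and none below 0.05 adjusted over the list alone. Prevotella 2 passed with the difference in means (p = 0.0330). Among the 27 controls and 11 patients with Buchnera at 0, Prevotella 2 (p = 0.0152) and Ruminococcaceae UCG 002 (p = 0.0232) passed by the rank sum. Neither genus had an adjusted p below 0.05 over all genera in these settings.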

Several similar findings were existed in the top 35 genera heatmap (Fig. 2a, Additional file 5), for example, *Proteus*, *Lachnospiraceae* UCG 010, *Veillonella*, *Subdoligranulum*, *Prevotella* 2, *Barnesiella* and *Ruminococcaceae* spp., were enriched both in NBNC-HCC and B-HCC patients. However, the differential abundance of bacteria have been found between NBNC-HCC and B-HCC patients displayed the reduced levels of *Faecalibacterium*, *Pseudobutyrivibrio*, *Lachnoclostridium*, *Ruminoclostridium*, *Prevotella* 9, *Alloprevotella* and *Phascolarctobacterium* (Fig. 2a, b), which may result in the decrease of potential anti-inflammatory short chain fatty acids (SCFAs), especially the butyrate [19, 20]. 

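Of the genera named, Lachnoclostridium had 14 deposited OTUs, Alloprevotella 9, Phascolarctobacterium and Ruminiclostridium 6 had 3 each, and Pseudobutyrivibrio 1. Against healthy controls, the 16 NBNC-HCC patients had a lower mean in 4 of the 7 genera and a lower median in 6. Lachnoclostridium averaged 2.88% ± 1.73 (SD, n = 16) in patients and 3.35% ± 2.60 (SD, n = 33) in controls, Pseudobutyrivibrio 1.31% ± 0.923 (SD, n = 16) and 1.52% ± 0.797 (SD, n = 33), and Alloprevotella 0.608% ± 0.865 (SD, n = 16) and 0.681% ± 1.04 (SD, n = 33). Phascolarctobacterium was level, at 1.05% ± 0.599 (SD, n = 16) and 1.05% ± 0.580 (SD, n = 33), and Ruminiclostridium 6, the genus of that name in Additional file 5, had a higher mean in patients, 0.259% against 0.168%, and a lower median, 0.138% against 0.170%. No difference was larger than the spread within the groups (permutation tests, p between 0.274 and 0.878). The comparison with B-HCC patients was not analysed here.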

SCFAs which are intestinal microbial metabolites through dietary fiber play the anti-inflammatory effects on the immune systems [21–23]. Butyrate, the energy for enterocytes, which influences the intestinal barrier through the mucous production and tight junction [24]. In addition, *Faecalibacterium* inhibits interleukin (IL)-12 secretion and stimulates IL-10 [25] (Fig. 2b). In contrary, potential pro-inflammatory strains including *Escherichia*-*Shigella*, *Enterococcus*, *Proteus*, *Veillonella* increased in the gut of NBNC-HCC patients. For instance, *Enterococcus* can produce polysaccharide A and lipopolysaccharide (LPS), which suppressed IL-17 production, resulting in experimental colitis and promoted LPS translocated into the cell [26, 27].

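Enterococcus, with 1 deposited OTU at a confidence of 1.00, had a lower mean in NBNC-HCC patients than in healthy controls, 0.171% ± 0.263 (SD, n = 16) against 0.240% ± 0.869 (SD, n = 33), but a higher median, 0.0242% against 0.00881%, and the rank sum did not pass (permutation test, p = 0.0575, adjusted p = 0.883). Proteus averaged 0.135% ± 0.258 (SD, n = 16) in patients and 0.0953% ± 0.312 (SD, n = 33) in controls with a median of 0 in both (p = 0.965). Veillonella averaged 0.437% ± 0.546 (SD, n = 16) and 0.408% ± 0.394 (SD, n = 33) (p = 0.586). Over the 4 genera, 3 means were higher in patients and none passed the test.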

**Fig. 2:**
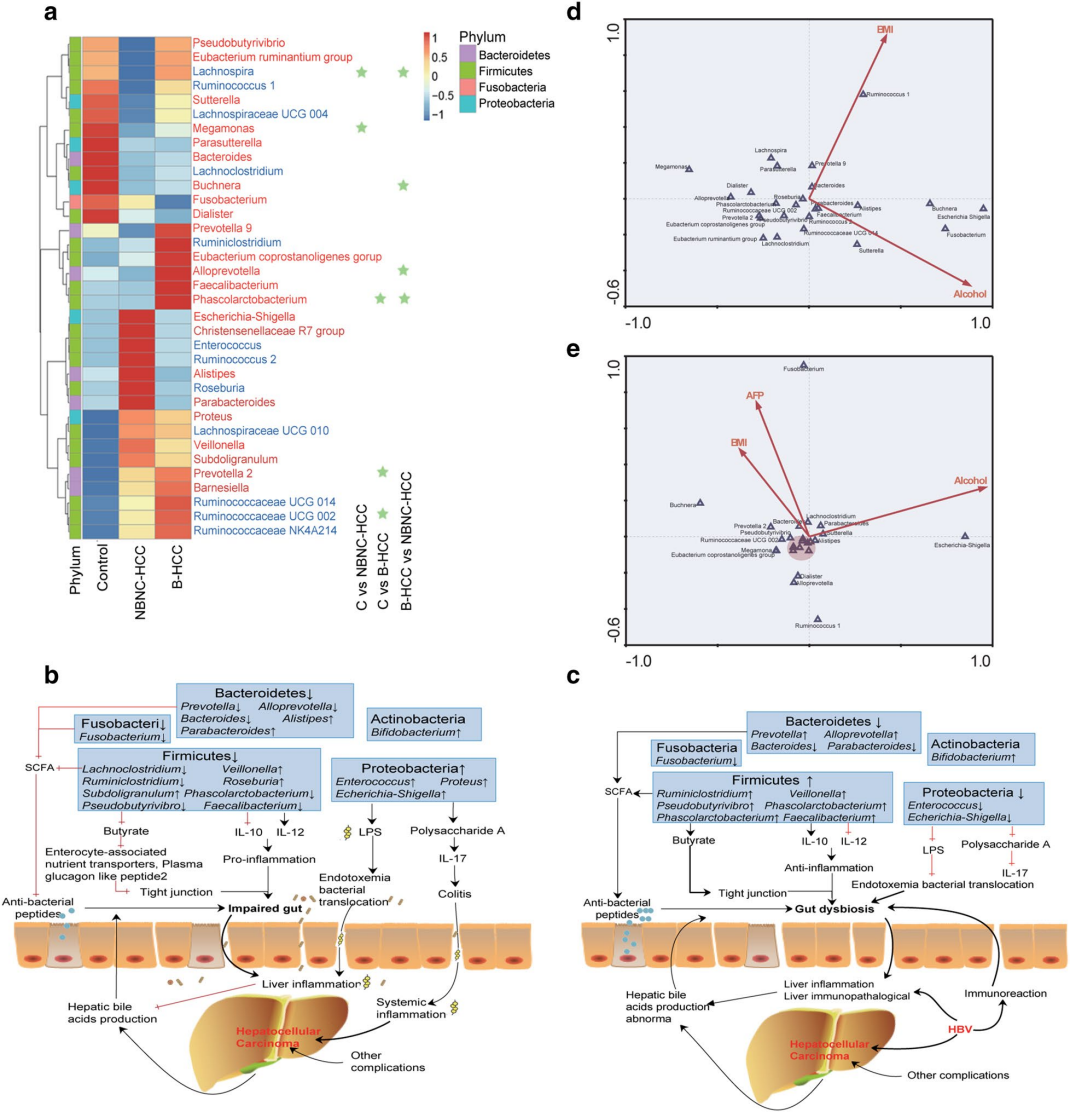
Different genera across three groups. **a** Heatmap of the top 35 genera. *P* < 0.050 by Wilcoxon rank sum test with light green star. Red in color represents Gram negative bacteria, blue in color represents Gram positive bacteria. **b** Changes in intestinal microbiota and the possible relations to intestinal dysfunction, gut dysbiosis and other complications in non-HBV non-HCV related HCC. **c** Changes in intestinal microbiota and the possible relations to intestinal dysfunction, gut dysbiosis and other complications in HBV related HCC. **d** The relationship between top 25 genera and body mass index (BMI) and alcohol. **e** The relationship between top 25 genera and body mass index (BMI), alcohol and alpha fetoprotein (AFP). The red circle shows the genera including *Lachnospira*, *Phascolarctobacterium*, *Ruminococcus* 2, *Parasutterella*, *Prevotella* 09, *Ruminococcaceae* UCG 014, *Eubacterium ruminantium* group, *Faecalibacterium*

Interestingly, a group of potential anti-inflammatory bacteria (such as *Prevotella*, *Alloprevotella*, *Faecalibacterium*, *Ruminiclostridium*) were increased in feces of B-HCC patients (Fig. 2a, c). It is well known that these bacteria are essential for healthy status. For instance, *Prevotella* is well known to produce propionate in healthy gut [28], and it may be play a protective effect in adult NAFLD patients [29]. Meanwhile, pro-inflammatory bacteria (such as *Escherichia*-*Shigella*, *Enterococcus*) were declined in fecal of B-HCC patients.

The Monte-Carlo tests of canonical correspondence analysis (CCA) revealed the top 25 genera were extremely influenced by alcohol (*P* = 0.017) and BMI (*P* = 0.007) (Fig. 2d, Additional file 6). For instance, *Escherichia*-*Shigella* was positively associated with alcohol factor. However, the *Ruminococcus* 2 was also positively associated with BMI factor. Alpha-fetoprotein (AFP) is one of the most useful markers for diagnosing and monitoring HCC [30]. In our study, AFP also had a strong influence on genus assemblages in HCC patients (*P* = 0.024, Fig. 2e). Due to the gut flora at different stages of liver disease various, so we also predicated the relationship between clinical data and the top 35 genera (Additional files 1 and 7). We calculated correlation of Spearman in all samples. The *P* value was corrected using the Holm method of R (Version 3.4.4, psych package). The clinical data were mainly focused on the common hepatic function index, which were alanine aminotransferase (ALT), aspartate aminotransferase (AST), glutamyl transpeptidase (GGT), total bilirubin (TBil), albumin and AFP. Several genera (e.g., *Enterococcus*, *Proteus*, *Tyzzerella* 4, *Parasutterella*, *Bifidobacterium*) were negatively correlated with GGT, ALT and AST, while *Dialister* were negatively correlated with albumin. In addition, the index TBil showed positive correction with *Parabacteroides*.

### Identification of potential bacteria biomarkers for HCC

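In the deposited table, Eubacterium ventriosum group and Lachnospiraceae UCG 001 had 3 OTUs each and Lachnospira 2. Eubacterium ventriosum group averaged 0.261% ± 0.156 (SD, n = 33) in healthy controls and 0.140% ± 0.113 (SD, n = 16) in NBNC-HCC patients (permutation test of the rank sum, p = 0.00518). In the same order, Lachnospiraceae UCG 001 averaged 0.128% ± 0.113 (SD, n = 33) and 0.0614% ± 0.0544 (SD, n = 16) (p = 0.0173), and Lachnospira 1.02% ± 0.629 (SD, n = 33) and 0.615% ± 0.332 (SD, n = 16) (p = 0.0292). Sex, drinking and BMI, which differ between the groups of Table 1, were not adjusted for. The 3 genera and Megamonas were below p = 0.05 before adjustment, and all 4 were below it adjusted over the list alone, which is not independent evidence because the paper chose the list on these participants. Adjusted over 425 genera, the 4 values lay between 0.440 and 0.731. Megamonas did not pass with the difference in means (p = 0.135), and Lachnospira did not pass among participants with Buchnera at 0 (p = 0.0701), where Eubacterium ventriosum group had p = 0.0159 and Lachnospiraceae UCG 001 p = 0.0134.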

At the genus level, *Megamonas*, *Lachnospira*, *Eubacterium ventriosum* and *Lachnospiraceae* UCG 001 were significantly decreased in NBNC-HCC patient samples as compared with healthy control samples (P < 0.050, Fig. 3a). In contrast, several genera such as *Prevotella*, *Phascolarctobacterium*, *Anaerotruncus* were particularly enriched in B-HCC patients than that in healthy controls (P < 0.050, Fig. 3b). 

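The name Prevotella stands here for Prevotella 2, as labelled in Fig. 3b. Anaerotruncus averaged 0.128% ± 0.0679 (SD, n = 33) over the controls of Additional file 4. The paper's means ± SD for the 35 B-HCC patients, in its Additional file 8 of 49 genera, are 1.28% ± 1.83 for Prevotella 2, 1.46% ± 0.893 for Phascolarctobacterium and 0.205% ± 0.186 for Anaerotruncus. The paper's P values for this contrast are 0.0430, 0.0270 and 0.0281, and its FDR value is 0.675 for each. Anaerotruncus was also higher in the 16 NBNC-HCC patients in hand, at 0.202% ± 0.121 (SD, n = 16) (permutation test against controls, p = 0.0194, adjusted p = 0.632). The control means computed here were within 1% of those in Additional file 8 for 49 of 49 genera. B-HCC patients were not tested here, because none was in hand.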

The proportions of members of *Buchnera*, *Lachnospira*, *Phascolarctobacterium*, *Eubacterium ventriosum* were increased obviously in B-HCC patient samples compared with NBNC-HCC patients (Fig. 3c). Collectively, these differences revealed the dysbiosis involve in the development of HBV or non-HBV non-HCV related HCC.

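Over the 16 NBNC-HCC patients in hand, the median was 0.629% for Lachnospira, 0.918% for Phascolarctobacterium and 0.105% for Eubacterium ventriosum group, and Buchnera was listed at 0 in 11 of the 16. The paper's means over its 22 patients are 0.0242% ± 0.0476 (SD) for Buchnera, 0.666% ± 0.362 for Lachnospira, 1.05% ± 0.620 for Phascolarctobacterium and 0.132% ± 0.103 for Eubacterium ventriosum group. In the same order, the paper's means over 35 B-HCC patients are 0.461% ± 1.06 (SD), 1.04% ± 0.832, 1.46% ± 0.893 and 0.266% ± 0.366. The paper's P values for this contrast are 0.0202, 0.0248, 0.0446 and 0.0479, each with an FDR value of 0.401. The difference between the patient groups was not tested here.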

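In Additional file 4, 425 genera were above 0 in at least 1 of the 49 participants compared. Between 33 healthy controls and 16 NBNC-HCC patients, 26 of the 425 had p below 0.05 by the permutation test of the rank sum, 12 higher and 14 lower in patients. None had an adjusted p below 0.05 by the rank sum, and none by the difference in means or in means of log10, where 18 and 19 genera had p below 0.05. The smallest p belonged to Ezakiella (2 deposited OTUs), at 0.00340% ± 0.00331 (SD, n = 33) in controls and 0.000275% ± 0.000752 (SD, n = 16) in patients (p = 0.000170, adjusted p = 0.0722). Ezakiella was above 0 in 22 of 33 controls and 2 of 16 patients. Its control median of 0.00220% was the smallest value above 0 for any genus. The difference therefore rests largely on presence or absence near that value. Ezakiella was followed by Erysipelatoclostridium (5 OTUs), at 0.0533% ± 0.0417 (SD, n = 33) in controls and 0.0114% ± 0.00649 (SD, n = 16) in patients (p = 0.000400, adjusted p = 0.0850). Next came Lachnospiraceae UCG 003 (lower, p = 0.00281), Hydrogenoanaerobacterium (higher, p = 0.00420) and Eubacterium ventriosum group. Hydrogenoanaerobacterium also had a control median of 0.00220%, with 22 of 33 controls and 15 of 16 patients above 0. The paper's mean of Ezakiella over 22 patients is 0.000901%, which leaves 0.00257% for the 6 not in hand, below the control mean. For Lachnospiraceae UCG 003 the 6 are left at 0.0907%, above the control mean of 0.0781%. For Hydrogenoanaerobacterium they are left at 0.00587%, above the control mean of 0.00267%. Among participants with Buchnera at 0, 37 of 300 genera had p below 0.05, 27 higher and 10 lower in patients, and 4 had adjusted p below 0.05, the largest move of the adjusted count. The filter on genera with a mean of at least 0.01% left p as it was and fewer genera to test, with 13 of 102 below 0.05, 4 higher and 9 lower, and 1 with adjusted p below 0.05. The paper's Additional file 8 names 26 contrasts between controls and NBNC-HCC patients, 14 between controls and B-HCC patients and 20 between the patient groups. Its FDR values start at 0.0957, 0.587 and 0.401 for the 3 contrasts, and none is below 0.05. From the genera that differed in Fig. 3, the paper concludes that dysbiosis is involved in the development of both kinds of HCC.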

**Fig. 3:**
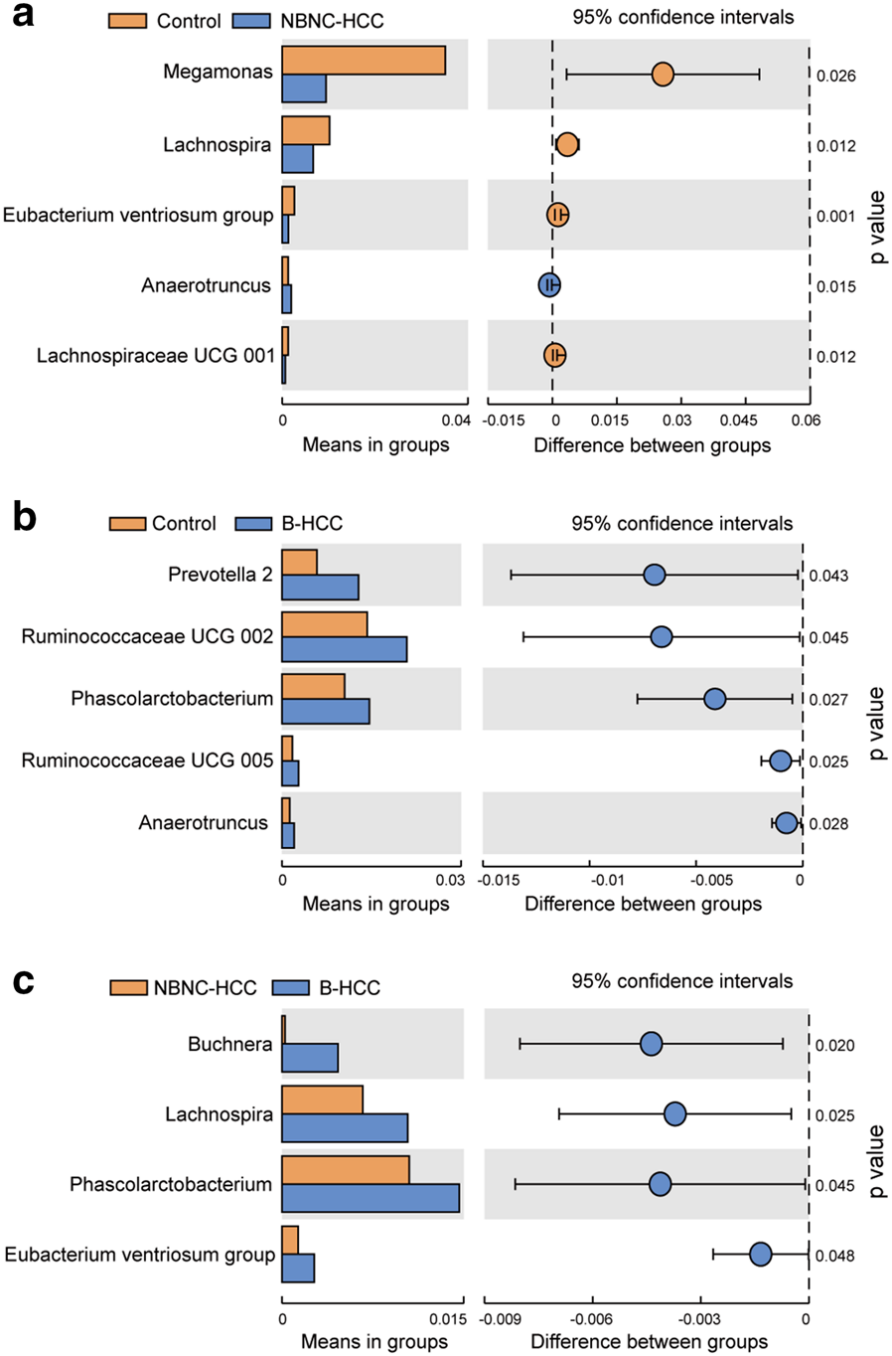
Genera strikingly different in gut microbiota of healthy controls (**a**), NBNC-HCC (**b**) and B-HCC (**c**)

Aberrant ecological networks of microbial communities occurred differently in B-HCC and NBNC-HCC patients.

To explore the relationships among various genera (top 35 and the significantly different genera data, Additional files 5, 8), the ecological networks of three groups were visualized. A striking feature was that taxonomically related genera tend to cluster in healthy controls (Fig. 4a). It was obvious that the within network highly associated connections of healthy controls occupied significant position and the interactions between these nodes were major balance. In NBNC-HCC patients (Fig. 4b), perhaps due to the differences in diet and excessively drinking levels (72.73%, Table 1), NBNC-HCC patients displayed a simpler concurrent network with fewer integrated symbiosis compared to healthy controls. All the interactions of bacteria in NBNC-HCC patients were positively interactions. Nevertheless, patients with B-HCC displayed multifaceted network with lots of genera, and totally grouped into a solo module with association to many other modules (Fig. 4c). Most of the bacteria related to inflammation gathered together. In this small symbiotic network, most of the interactions showed a stronger positive relation, such as *Clostridium*, *Bryobacter*, *Lachnospiraceae*, *Buchnera*, *Burkholderia*, *Pseudobutyrivibrio*. However, fewer interactions were negative, such as *Alistipes*, *Bradyrhizobium* and *Sutterella*, which implicated in competitive relationships for different genera. These observations implicated that the intestinal ecosystem becomes permissive for the development and maintenance of the related taxa in HCC patients.

**Fig. 4:**
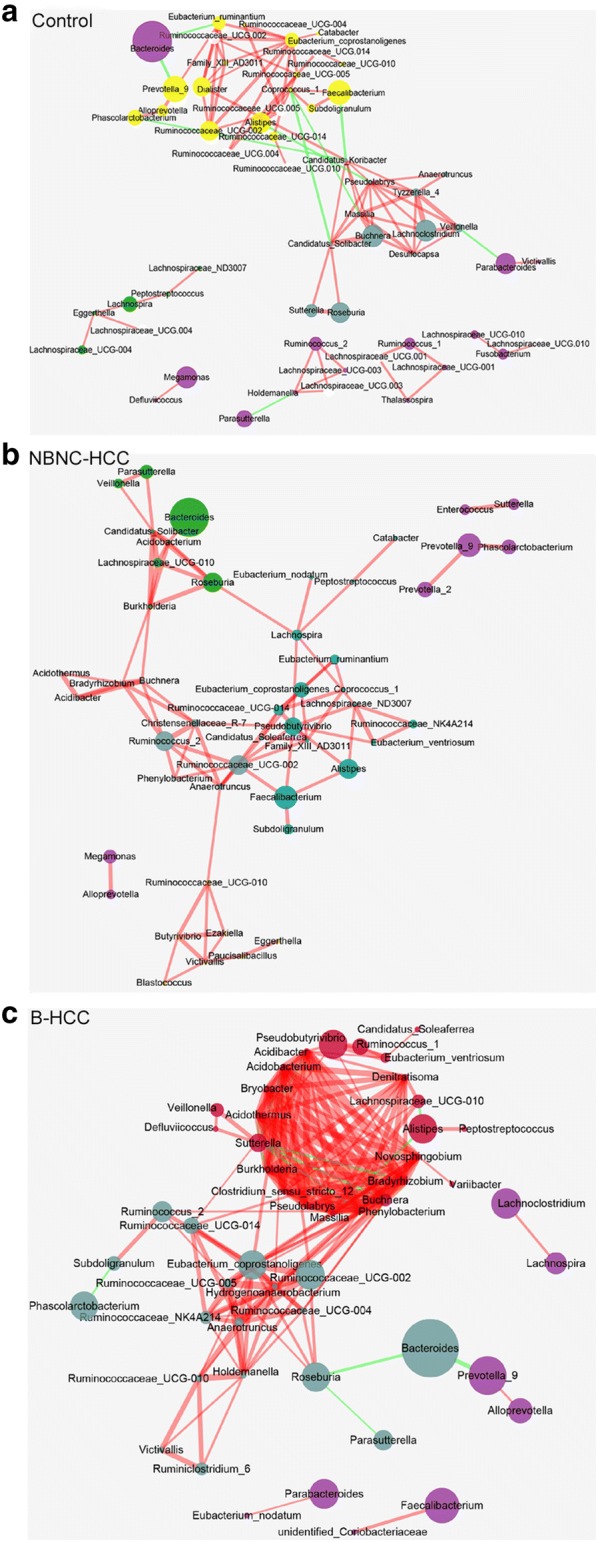
Networks to visualize interactions among different genera in three groups. **a** healthy controls; **b** NBNC-HCC patients; **c** B-HCC patients. Top 35 and significantly different genera are included. The density of the dashed line indicates the Pearson coefficient. Red links are the positive interactions between nodes, green links are the negative interactions. The size of node indicates the relative abundance

The potential multiple biological pathways of NBNC-HCC were different from other two groups.

To further understand the biological functions of genera among HCC patients and healthy controls, we performed Kyoto Encyclopedia of Genes and Genomes database (KEGG) analysis associated with gut microbiota [31]. We identified 15,039 biological pathways in all data. The predicated functions showed unique 109 for healthy controls, 12 for NBNC-HCC patients, and 18 for B-HCC patients (Fig. 5a). The mapped results indicated that multiple biological pathways were divided into seven branches (Fig. 5b). For instance, membrane transport, replication and repair, carbohydrate metabolism and amino acid metabolism were the predominant pathways.

**Fig. 5:**
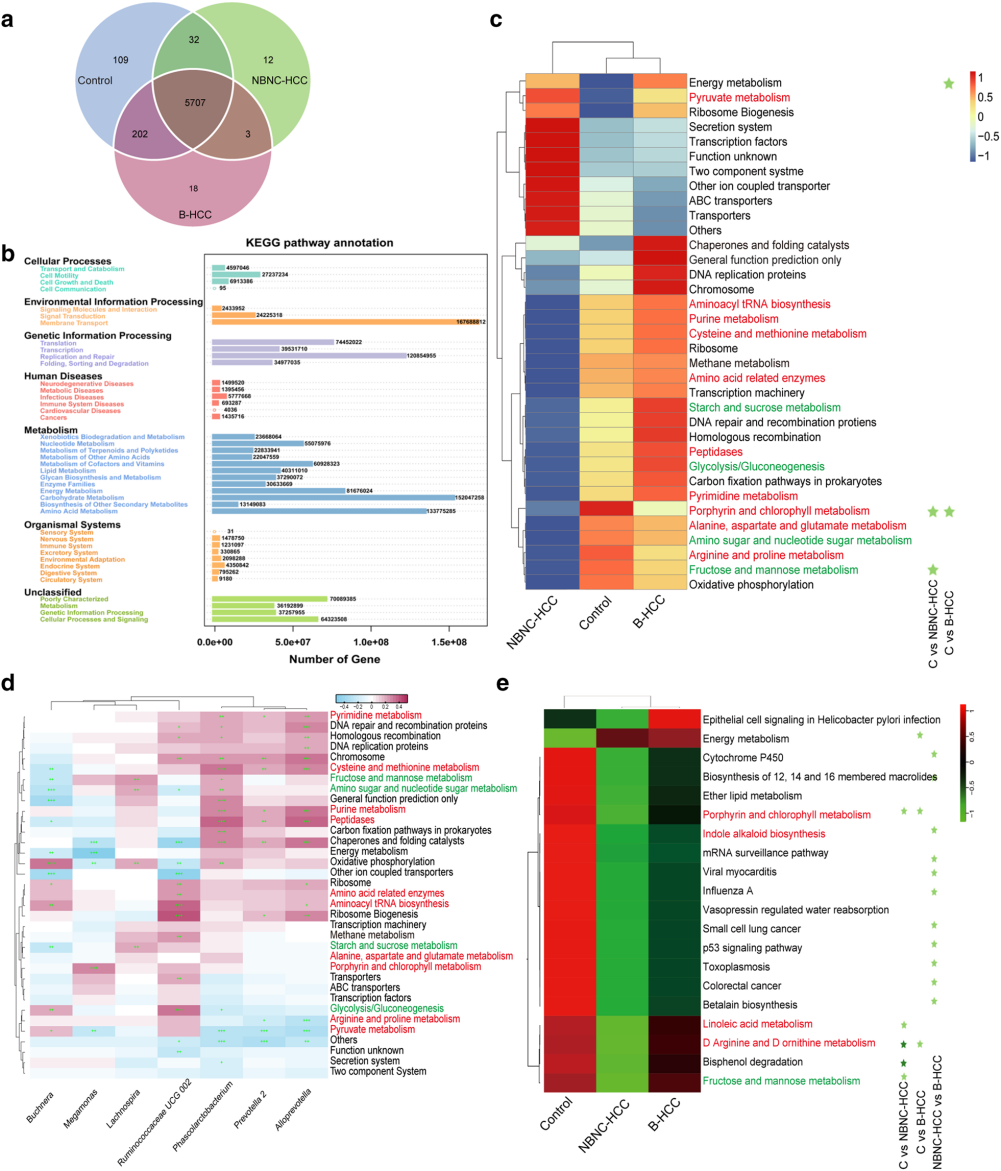
Predicated function and multiple biological pathways in three groups. **a** Venn diagram of the predicated multiple biological pathways. **b** Annotated of multiple biological pathway distribution in seven major categories. **c** Heatmap of the top 35 biological pathways across three groups. **d** The relationship between top 35 biological pathways and genera at the criteria of *P* < 0.050 by Wilcoxon rank sum test in top 35. ^+^*P* < 0.050; ^++^*P* < 0.010; ^+++^*P* < 0.001 by Spearman’s correlation analysis. **e** Heatmap of multiple biological pathways across three groups at the *P* < 0.100 by Wilcoxon rank sum test. Multiple biological pathways at *P* < 0.050 by Wilcoxon rank sum test are marked with light green star, *P* < 0.001 with dark star. Red in color relates with amino acid metabolism, green in color relates to glucose metabolism

Healthy controls and B-HCC patients displayed similar pathways regarding to the top 35 multiple biological pathways (Fig. 5c, Additional files 8, and 9). However, B-HCC patients showed higher abundance of pathways related to chaperones and folding catalysts, general function prediction, DNA replication proteins and chromosome, which further supported that the HBV can destroy the normal function of DNA [5]. In addition, NBNC-HCC patients showed lower abundance of pathways related to amino acid metabolism (such as purine, cysteine and methionine, in red color) and glucose metabolism (such as starch and sucrose, glycolysis/gluconeogenesis, fructose and mannose, in green color). 

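Over the 35 predicted pathways of the paper's Additional file 9, 1 had p below 0.05 between 33 healthy controls and 16 NBNC-HCC patients (permutation tests of the rank sum) and none had an adjusted p below 0.05. Purine metabolism had a share of 2.17% ± 0.144 (SD, n = 16) in patients and 2.18% ± 0.0803 (SD, n = 33) in controls (p = 0.710). Starch and sucrose metabolism stood at 1.07% ± 0.129 (SD, n = 16) and 1.08% ± 0.0782 (SD, n = 33) (p = 0.605), and glycolysis/gluconeogenesis at 1.10% ± 0.0386 (SD, n = 16) and 1.10% ± 0.0285 (SD, n = 33) (p = 0.874). With fructose and mannose metabolism, 3 of these 4 means were lower in patients, by less than 1 SD of the controls. By the difference in means, the direction of purine metabolism changed to lower in patients (p = 0.813) and that of starch and sucrose metabolism to lower (p = 0.916). Cysteine and methionine metabolism is not a line of the copy in hand.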

Meanwhile, KEGG analysis showed that microbial functional genes involved in oxidative phosphorylation, amino sugar and nucleotide sugar metabolism were also declined in B-HCC patients. It was also reported that marked depletion of amino acids and nucleotides metabolism in alcohol related cirrhosis patients [32]. 

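Among the predicted pathways of Additional file 9, secretion system had a share of 1.29% ± 0.395 (SD, n = 16) in NBNC-HCC patients and 1.19% ± 0.214 (SD, n = 33) in healthy controls (permutation test, p = 0.773). Transcription factors stood at 1.67% ± 0.268 (SD, n = 16) and 1.64% ± 0.168 (SD, n = 33) (p = 0.975). Other ion coupled transporters were at 1.45% and 1.45% (p = 0.439) and ABC transporters at 3.17% and 3.17% (p = 0.809). The mean was higher in patients for 2 of the 4 and the median for none, and each difference was smaller than the SD of the controls.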

In agreement with the study, we noted that some types of transport such as secretion system, transcription factors, other in coupled transporter and ABC transporters are enrichment in the multiple biological pathways of NBNC-HCC patients.

The relationships of multiple biological pathways were predicated to be associated with seven significantly different genera of top 35 genera (Fig. 5d). For instance, *Phascolarctobacterium* and *Alloprevotella* involved in the similar potential pathways, such as pyrimidine metabolism, cysteine and methionine metabolism and peptidases. Both genera had a negative relationship to arginine and proline metabolism and pyruvate metabolism. In addition, *Ruminococcaceae* UCG 002 involved in the potential pathways related to transporter, ribosome, ribosome biogenesis, chromosome, amino acid metabolism (Fig. 5d). Meanwhile, *Lachnospira* was potentially associated with nucleotide sugar metabolism, amino sugar, fructose and mannose metabolism.

We also identified significant changes in the multiple biological pathways of three groups (Fig. 5e). Five significantly discriminative metabolic pathways (D Arginine and D ornithine metabolism, bisphenol degradation, porphyrin and chlorophyll metabolism, linoleic acid metabolism, fructose and mannose metabolism) between healthy controls and NBNC-HCC patients, and three significantly discriminative pathways (energy metabolism, porphyrin and chlorophyll metabolism, D Arginine and D ornithine metabolism) between healthy controls and B-HCC patients. 

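Of the pathways named for healthy controls and NBNC-HCC patients, porphyrin and chlorophyll metabolism and fructose and mannose metabolism are lines of Additional file 9, and the others were not analysed here. Porphyrin and chlorophyll metabolism was 0.826% ± 0.104 (SD, n = 16) in patients and 0.892% ± 0.0890 (SD, n = 33) in controls (permutation test of the rank sum, p = 0.0434, adjusted p = 0.992 over 35 pathways). It did not pass among the 38 participants with Buchnera at 0 (p = 0.279). Fructose and mannose metabolism was 0.943% ± 0.0911 (SD, n = 16) in patients and 0.985% ± 0.0731 (SD, n = 33) in controls (p = 0.122).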

Due to the taxonomic microbiome, composition was different between two HCC groups, 11 significantly discriminative pathways (biosynthesis of 12, 14 and 16 membered macrolides, mRNA surveillance pathway, indole alkaloid biosynthesis, p53 signaling pathway, small cell lung cancer, toxoplasmosis, betalain biosynthesis, influenza A, viral myocarditis, colorectal cancer, cytochrome P450) between NBNC-HCC and B-HCC patients. The metabolic pathways such as tetracycline biosynthesis and tyrosine metabolism showed divergence enrichment degree among three groups (Additional files 10, 11, 12, 13, 14, 15).

## Discussion

Our study focused on comparing the gut microbiota of HCC patients with HBV or without HBV/HCV infection. Like other bacteria associated with hepatic diseases, the bacterial diversity level and composition varied differently between NBNC-HCC and B-HCC patients. Generally, B-HCC patients were found to harbor higher species richness. At the phylum level, there was a decrease in *Firmicutes* and an increase in *Proteobacteria* of NBNC-HCC patients. However, *Proteobacteria* decreased in B-HCC patients. We found that NBNC-HCC patients harbored fewer potential anti-inflammatory bacteria and more pro-inflammatory bacteria. On the contrary, the B-HCC patients harbored more potential anti-inflammatory bacteria. Taken together, our analysis implicated that the gut microbiota plays an important role in the progression of HBV or non-HBV non-HCV related HCC.

It has been reported that *Lactobacillus* and *Bifidobacterium* were less in liver diseases [15, 33], but our study found both bacteria were increased in HCC patients and decreased in healthy controls (Additional file 4). 

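The deposited table assigned 13 OTUs to Lactobacillus and 1 to Bifidobacterium. Lactobacillus averaged 0.139% ± 0.180 (SD, n = 16) in the NBNC-HCC patients in hand and 0.123% ± 0.467 (SD, n = 33) in healthy controls, with medians of 0.0352% and 0.0242% (permutation test, p = 0.161). Bifidobacterium averaged 0.205% ± 0.546 (SD, n = 16) and 0.0608% ± 0.0753 (SD, n = 33), with medians of 0.0573% and 0.0440% (p = 0.268). Both were higher in patients by mean and median, and neither difference passed the test. Among participants with Buchnera at 0, Lactobacillus had p = 0.00486 by this test. It was not among the 4 genera with adjusted p below 0.05 there. B-HCC patients were not analysed here.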

Lactobacillus and *Bifidobacterium* were important probiotics to maintain intestinal microbial homeostasis and gut epithelial barrier [34]. However, recent studies reported that a higher abundance of *Bifidobacterium* were found be in the tissues of patients with colorectal adenomas or carcinoma [35, 36]. We hypothesized the amount of *Bifidobacterium* in colorectal adenomas or carcinoma tissue might be related with the tumor differentiation, mucosal barrier, and higher immune response to disease. For instance, *Bifidobacterium longum* nearly abolished melanoma tumor outgrowth by promoting anti-PD-L1 therapy [37]. By contrast, a recent report showed that commensal *Bifidobacterium pseudolongum* promoted the development of pancreatic cancer [38]. Thus, the different species of probiotics may have diverging effects in the tumor microenvironment. Taken together, the increasing abundance of *Lactobacillus* and *Bifidobacterium* in HCC patients remind us that it should be more attention paid on the probiotic function.

The NBNC-HCC patients harbored fewer anti-inflammatory bacteria and more pro-inflammatory bacteria in our study (Fig. 2a, b). We also noted the higher rate of alcohol consumption in NBNC-HCC patients (72.73%) (Table 1). Heavy drinking of alcohol causes inflammation of numerous organs. The alcohol correlated with pro-inflammatory bacteria, such as *Escherichia*-*Shigella* and *Enterococcus* would enhance leaky gut to the gut dysbiosis [39]. In addition, *Escherichia* overgrown to interfere the health equilibrium, which enters the liver through blood circulation, leading to the disorder of fatty acid metabolism [26], and becoming component of NAFLD pathogenesis [40]. In agreement with previous studies, our analysis further implicated that the diet and lifestyle habits play a vital role in the development of non-HBV non-HCV related HCC patients.

The B-HCC patients with more potential anti-inflammatory bacteria (such as *Prevotella*, *Faecalibacterium*) and fewer pro-inflammatory bacteria (such as *Escherichia*-*Shigella*, *Enterococcus*) were different from previous reports about HBV induced liver diseases [15, 41]. The discrepancy with our findings was probably the progression of liver diseases. The previous studies involved in HBV induced chronic carriers or liver cirrhosis, whereas the subjects of our study were from the HCC. There are essential differences between liver cirrhosis and HCC in accordance with pathogenesis, radiographic measurements, clinical symptoms and signs and other complications. Furthermore, immunoreaction was considered as a significant characteristic in the progression of HCC [3]. HBV uses multiple biological pathways to harness host innate immunity to enhance its replication, which initiates the immunological mechanisms to defense the acute or chronic infection [5]. Therefore, the discrepancy of fecal microbiota between the B-HCC and NBNC-HCC patients in our study perhaps ascribe to the HBV infection. The protective T-cell memory were lack in the chronic HBV infection, and T-cell responses also exhaustion [5, 42]. So, we infer the increased anti-inflammatory bacteria in B-HCC patients may be in response to HBV infection.

Interestingly, Ren et al. [18] indicated the butyrate-producing bacteria declined in early HCC patients, such as *Ruminococcus*, *Feacalibacterium*, *Clostridium*. However, the butyrate-producing bacteria presented heterogeneity in HBV and non-HBV non-HCV related HCC in our study. This further indicated HBV indeed play a role in changes of gut microbiota. Meanwhile, our study involved middle-aged adults (mean year is 56, Table 1, Additional file 1), whereas much older than the previous study [18]. In addition, 30 microbial markers were predicated using to identify early HCC in the previous study [18]. But some bacterial markers were not detected in the present study, such as *Gemmiger*. 

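No OTU of the deposited table, 0 of 2107, was assigned to Gemmiger. Ruminococcaceae, the family in which Gemmiger is usually placed, had 300 OTUs, of which 76 had no genus name. A sequence of Gemmiger could only be listed under that name if the reference used by the authors held it, and this reference is not given in the sources used here.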

The conflict findings are possibly due to the individuals with different regions. The population of our study were all from Jiangsu Province. It has been reported that the diagnostic model of one location may be not used in other location, especially diagnostic efficiency declined with the geographic scale increased [43]. The characteristic changes of gut microbiota had a strongest relationship with the host location [43]. Thus, the diagnosis potential of microbial markers should be considered the geographic differences.

Currently, the treatment of HCC remains a challenge. Thus, it is necessary to develop an effective, life-prolonging strategy in the treatment of HCC patients. Recently, immunotherapy based on chimeric antigen receptor T-cell (CAR-T) [44, 45] or programmed cell death protein 1 (PD-1) [46, 47] has been proved as a promising strategy for cancer treatment. To date, the application of CAR-T cell therapy has some potential values in HCC [48]. In addition, fecal microbiota transplantation (FMT) can improve immune checkpoint inhibitors (ICI) associated colitis, which reconstructed the gut microbiome [49]. Based on the current microbiota analysis of HCC, we also suggest that the direct modification the gut microbiota of HCC patients associated with immunotherapy maybe beneficial for HCC patients (Fig. 6).

**Fig. 6:**
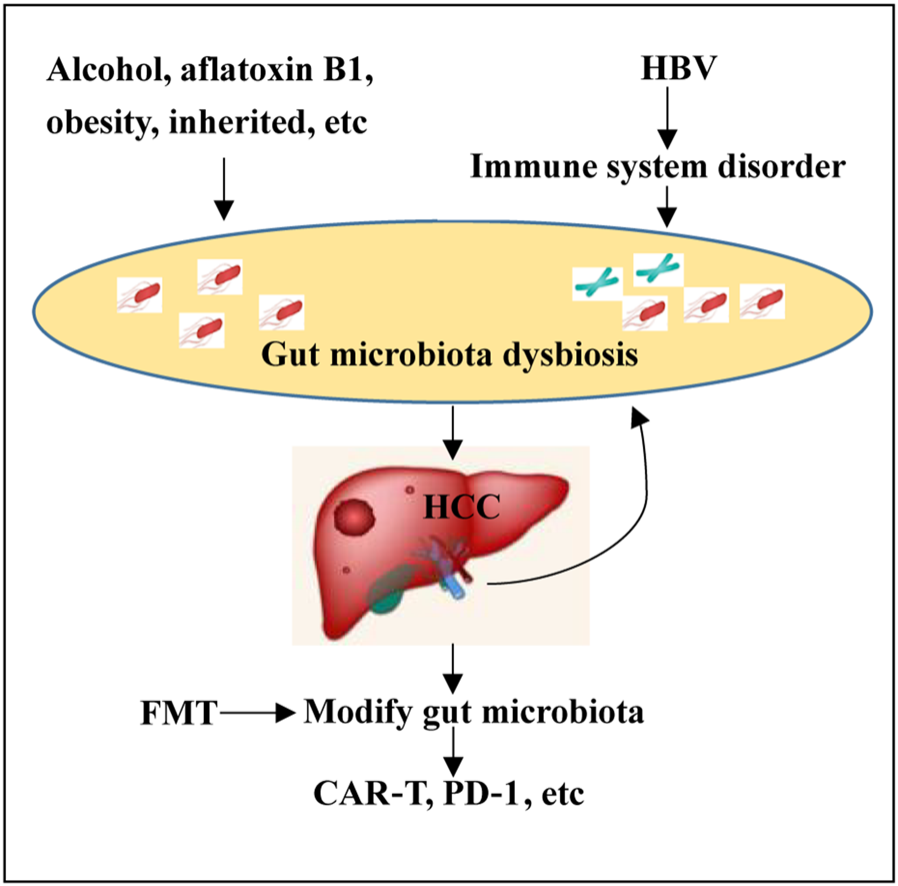
The predicated therapy of HCC patients. FMT, fecal microbiota transplantation; CAR-T, chimeric antigen receptor T-cells; PD-1, cell death protein-1

## Conclusions

Our study provides strong evidences that HBV and non-HBV HCV related HCC were associated with different bacteria and displayed the aberrant ecological networks of microbial communities. Our data also provided the additional evidences implicated that the different bacteria play a potential role in the tumorigenesis of both B-HCC and NBNC-HCC patients. We suggest that the gut-liver-axis can be used for monitoring and preventing the progression of liver disease and HCC.

## Methods

### Study subjects

A total of 57 HCC patients and 33 healthy controls who attended annual physical examination were recruited from September 2016 to May 2017 at Nanjing Medical University Affiliated Cancer Hospital. All participants were provided a written informed consent upon enrolment. This study was approved by the Ethics Committee of Nanjing Medical University.

HCC diagnosis is depending on three factors which includes chronic liver disease background, the positive iconography examination results, or the positive pathological examination. All HCC patients were free from other viral infections, such as Human Immunodeficiency Virus (HIV) [50]. These patients were also free from any other types of liver disease. The HCC patients underwent viral serologic testing (HBsAg and HCVAb). The HCC patients were separated into two groups. Based on the history of HBV or positive HBsAg for more than 6 months, the HBV infection was diagnosed. The patients with HBV were defined as HBV related HCC (B-HCC). While in the other group includes the patients without HBsAg or HCVAb, so-called non-HBV non-HCV related HCC (NBNC-HCC) [51]. The healthy controls were excluded diabetes, metabolic syndrome, hypertension, inflammatory bowel diseases, liver disease and cancers. All of them did not get any antiviral therapy or immunotherapy in the past 6 months.

The physiological characteristics of volunteers including age, weight and drinking condition were investigated (Table 1, Additional file 1). The standard of drinking history was considered as any alcoholic beverage (unit: gram) [52]. Men intake of alcohol less than 9.9 grams daily (or 4.9 g/days for women) was considered as low, while the consumption between 10 and 39.9 g/days (or women 5 and 19.9 g/days) was moderate, more than 40 g/days (or women 20 g/days) was high. Excepting only one HCC patients, 56 HCC patients had the blood test before enrolled, such as AFP, ALT, AST, GGT, TBil, albumin, serum creatinine (SCr) (Additional file 1). Further, the level of cirrhosis was evaluated according to the Child–Pugh and MELD [53, 54].

### Fecal sample collection, DNA extraction, PCR amplification, 16S rRNA sequencing

Fecal samples of each participant were obtained at hospital. The time span from sampling to Nanjing Medical University was intended within 24 h. Frozen samples were then stored at − 80 °C until analysis.

The genomic DNA of feces was extracted using kit (#DP328, Tiangen Biotech Co., Ltd., Beijing, China). The DNA concentration was detected using Qubit 2.0 Fluorometer (Thermo Fisher Scientific, USA). PCR was performed to produce V4 regions of the 16S rRNA gene using the conserved primers 515F (5′-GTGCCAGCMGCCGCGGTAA-3′) and 806R (5′-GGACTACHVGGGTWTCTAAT-3′), and no template DNA reaction was used as a negative control. PCR products were monitored using the 2% agarose gel. The strips between 400 and 450 bp were purified with GeneJET Gel Extraction Kit (Thermo Fisher Scientific, USA). PCR fragments were sequenced by Novogene Bioinformatics Technology Co., Ltd. (Tianjin, China).

## 16S rRNA data analysis

Illumina TruSeq DNA PCR-Free Library Preparation Kit (Illumina, USA) was used for generation of sequencing libraries. QIIME software 1.9 package was used to analyze sequences (Quantitative Insights Into Microbial Ecology, http://bio.cug.edu.cn/qiime/). Sequences having ≥ 97% resemblance were categorized as the same operational taxonomic units (OTUs). Alpha and beta diversity were calculated using the relative abundance of OTUs in each sample. The 16S rRNA data were assessed the potential multiple biological pathways of the gut microbiota using PICRUSt [55]. The KEGG ortholog identifiers (KO modules) were used to design the map of metabolic pathways in iPath 2. Datasets are publicly available (Accession number, GSE108847).

### Genera interaction in ecological networks of microbial community analysis

To elucidate genera interactions in each group, we constructed three groups of topological overlap networks. The topological overlap of OTU was clustered into modules using WGCNA package of R (Version 3.4.4). The network analysis was visualized using Cytoscape 3.5.1. The threshold was set by Pearson *r* > 0 *P* < 0.1, and the topology overlap > 0.01 [56]. The genera including the top 35 and the significantly different genera were used to do network analysis.

### Genera canonical correspondence analysis

To examine the distribution of genera associated with personal features (Body Mass Index, alcohol and AFP), canonical correspondence analysis (CCA) were visualized using the software CANOCO 4.5 [57]. Monte-Carlo permutation tests were performed to analyze the personal features played significant influence on the distribution of genera at *P* < 0.050. To avoid interference of rare species, top 25 genera were included.

### Statistical analysis

The alpha diversity index was analyzed suing the QIIME (Version 1.9). PCoA was performed using the ade4 package of R (Version 3.4.4). The comparison of bacterial taxonomic or KO modules was tested by Wilcoxon rank sum test, *P* value was corrected using the Benjamini–Hochberg method, which named as false discovery rate (FDR) value.

## Additional files

**Additional file 1.** Information of the study cohort used in this study. A total of 90 volunteers consisted of 33 healthy controls, 22 individuals of NBNC-HCC patients and 35 individuals of B-HCC patients were enrolled. The characteristics of participants including physical examination (gender, age, height, weight, BM, drinking condition), blood biochemical indexes (AFP, ALT, AST, GGT, TBil, INR, SCr, total protein, albumin, prothrombin time and activated partial thromboplastin time), Child–Pugh score and class, and MELD score.

**Additional file 2.** Relative abundance of bacteria at the phylum level.

**Additional file 3.** Relative abundance of bacteria at the order level.

**Additional file 4.** Relative abundance of bacteria at the genus level.

**Additional file 5.** Relative abundance of the top 35 genera.

**Additional file 6.** Relative abundance of the top 25 genera for canonical correspondence analysis.

**Additional file 7.** The relationship between six serologic indices (GST, AST, GGT, AFP, TBil, albumin) and top 35 genera is estimated by Spearman’s correlation analysis. *, *P* < 0.050; **, *P* < 0.010; ***, *P* < 0.001.

**Additional file 8.** Relative abundance of the significantly different genera (*P* < 0.050 by Wilcoxon rank sum test).

**Additional file 9.** Relative abundance of the top 35 predicated biological pathways.

**Additional file 10.** The differences in metabolic pathway between healthy controls and B-HCC patients. Green line is the special metabolism for healthy controls, yellow line is the special metabolism for B-HCC patients, red line for the common metabolism.

**Additional file 11.** The differences in metabolic pathway between healthy controls and NBNC-HCC patients. Green line is the special metabolism for healthy controls, yellow line is the special metabolism for NBNC-HCC patients, red line for the common metabolism.

**Additional file 12.** The differences in metabolic pathway between B-HCC and NBNC-HCC patients. Green line is the special metabolism for B-HCC patients, yellow line is the special metabolism for NBNC-HCC patients, red line for the common metabolism.

**Additional file 13.** The differences in biosynthesis and secondary metabolic pathway between healthy controls and B-HCC patients. Green line is the special metabolism for healthy controls, yellow line is the special metabolism for B-HCC patients, red line for the common metabolism.

**Additional file 14.** The differences in biosynthesis and secondary metabolic pathway between healthy controls and NBNC-HCC patients. Green line is the special metabolism for healthy controls, yellow line is the special metabolism for NBNC-HCC patients, red line for the common metabolism.

**Additional file 15.** The differences in biosynthesis and secondary metabolic pathway between B-HCC and NBNC-HCC patients. Green line is the special metabolism for B-HCC, yellow line is the special metabolism for NBNC-HCC patients, red line for the common metabolism.

## Abbreviations

AFP: alpha fetoprotein
ALT: alanine Aminotransferase
AST: aspartate aminotransferase
BMI: body mass index
CAR-T: chimeric antigen receptor T-cell
CCA: canonical correspondence analysis
FMT: fecal microbiota transplantation
GGT: glutamyl transpeptidase
B-HCC: HBV related hepatocellular carcinoma
HCC: hepatocellular carcinoma
INR: International Normalized Ratio
KEGG: Kyoto Encyclopedia of Genes and Genomes database
NAFLD: nonalcoholic fatty liver disease
NBNC-HCC: non-HBV non-HCV related hepatocellular carcinoma
PD-1: cell death protein-1
TBil: total bilirubin

# Supplementary material for: Alteration in gut microbiota associated with hepatitis B and non-hepatitis virus related hepatocellular carcinoma
**Source:** Gut Pathog. 2019 Jan 18;11:1. doi: 10.1186/s13099-018-0281-6
**Supplement:** Supplementary file 10 — Additional file 10. The differences in metabolic pathway between healthy controls and B-HCC patients. Green line is the special metabolism for healthy controls, yellow line is the special metabolism for B-HCC patients, red line for the common metabolism.

Glycan Biosynthesis and Metabolism

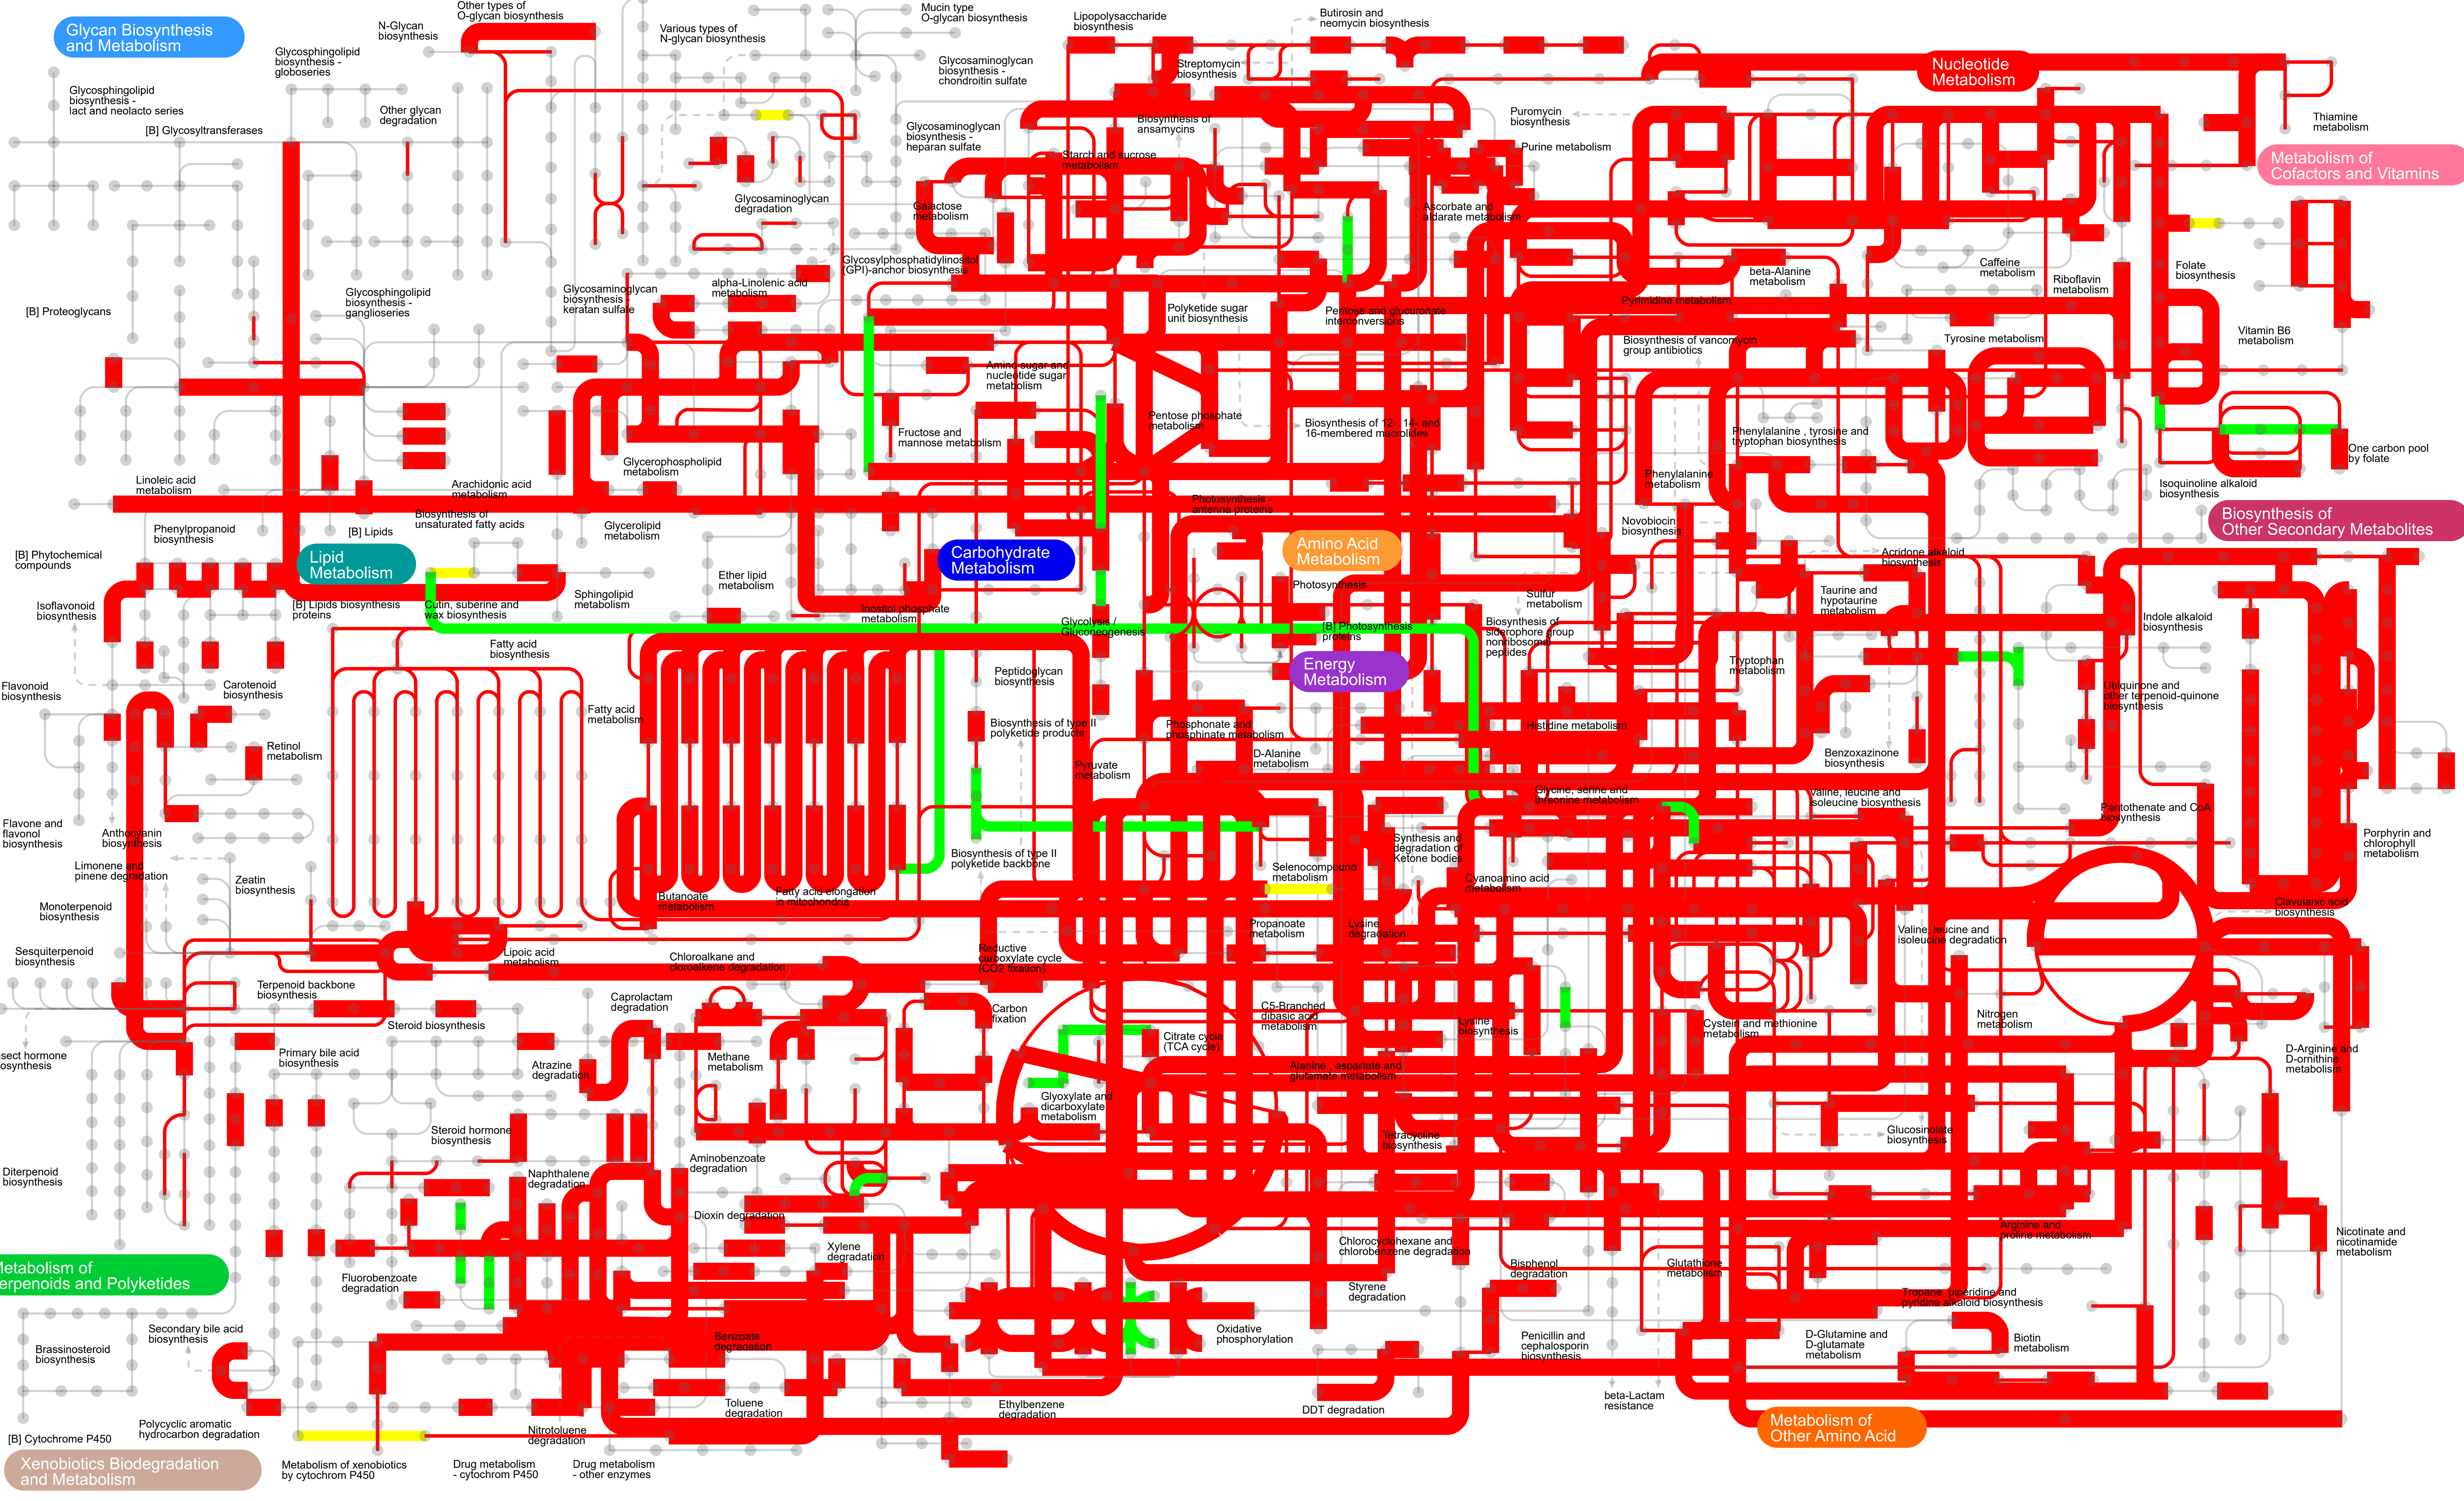

[B] Cytochrome P450

Metabolism of xenobiotics by cytochrome P450

Drug metabolism - cytochrome P450

Drug metabolism - other enzymes

Metabolism of Other Amino Acid

# Supplementary material for: Alteration in gut microbiota associated with hepatitis B and non-hepatitis virus related hepatocellular carcinoma
**Source:** Gut Pathog. 2019 Jan 18;11:1. doi: 10.1186/s13099-018-0281-6

Glycan Biosynthesis and Metabolism

Nucleotide Metabolism

Metabolism of Cofactors and Vitamins

Biosynthesis of Other Secondary Metabolites

Carbohydrate Metabolism

Amino Acid Metabolism

Energy Metabolism

Lipid Metabolism

Metabolism of Terpenoids and Polyketides

Metabolism of Other Amino Acid

Xenobiotics Biodegradation and Metabolism

Metabolism of xenobiotics by cytochrome P450  
Drug metabolism - cytochrome P450  
Drug metabolism - other enzymes

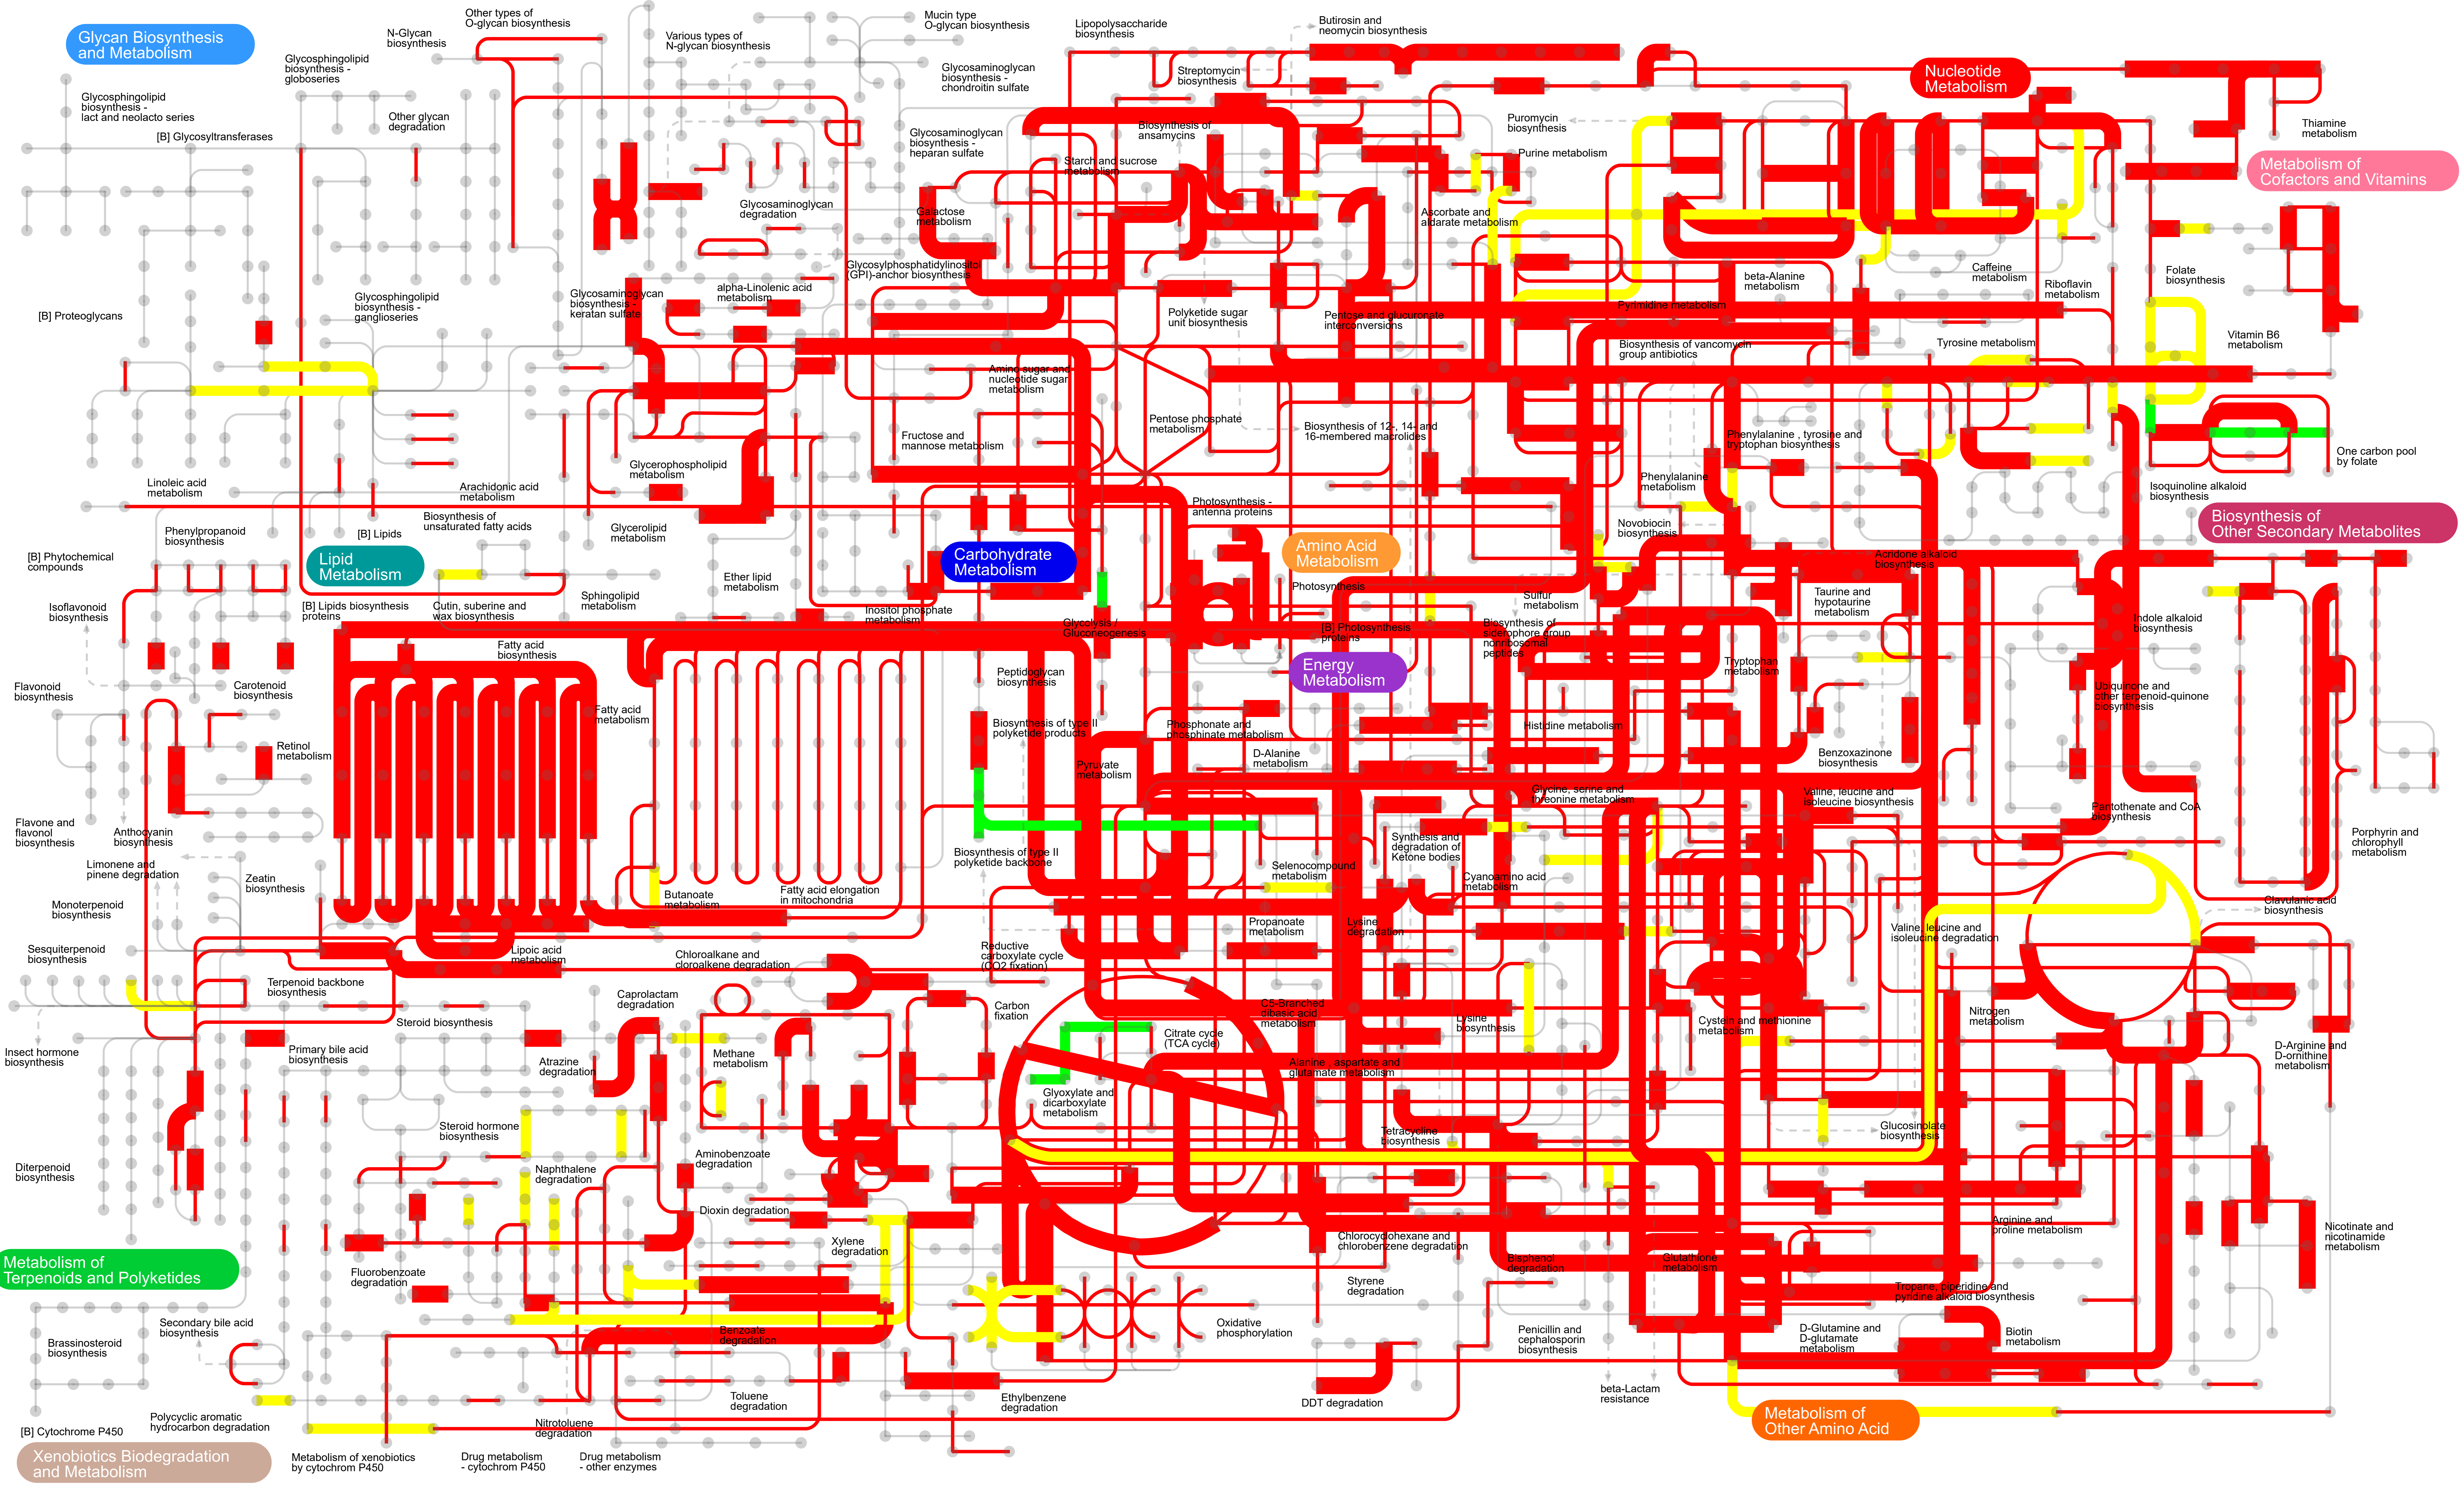

**Supplement:** Supplementary file 12 — Additional file 12. The differences in metabolic pathway between B-HCC and NBNC-HCC patients. Green line is the special metabolism for B-HCC patients, yellow line is the special metabolism for NBNC-HCC patients, red line for the common metabolism.

# Supplementary material for: Alteration in gut microbiota associated with hepatitis B and non-hepatitis virus related hepatocellular carcinoma
**Source:** Gut Pathog. 2019 Jan 18;11:1. doi: 10.1186/s13099-018-0281-6

Glycan Biosynthesis and Metabolism

Nucleotide Metabolism

Metabolism of Cofactors and Vitamins

Biosynthesis of Other Secondary Metabolites

Lipid Metabolism

Carbohydrate Metabolism

Amino Acid Metabolism

Energy Metabolism

Metabolism of Other Amino Acid

Metabolism of Terpenoids and Polyketides

Xenobiotics Biodegradation and Metabolism

Metabolism of xenobiotics by cytochrom P450

Drug metabolism - cytochrom P450

Drug metabolism - other enzymes

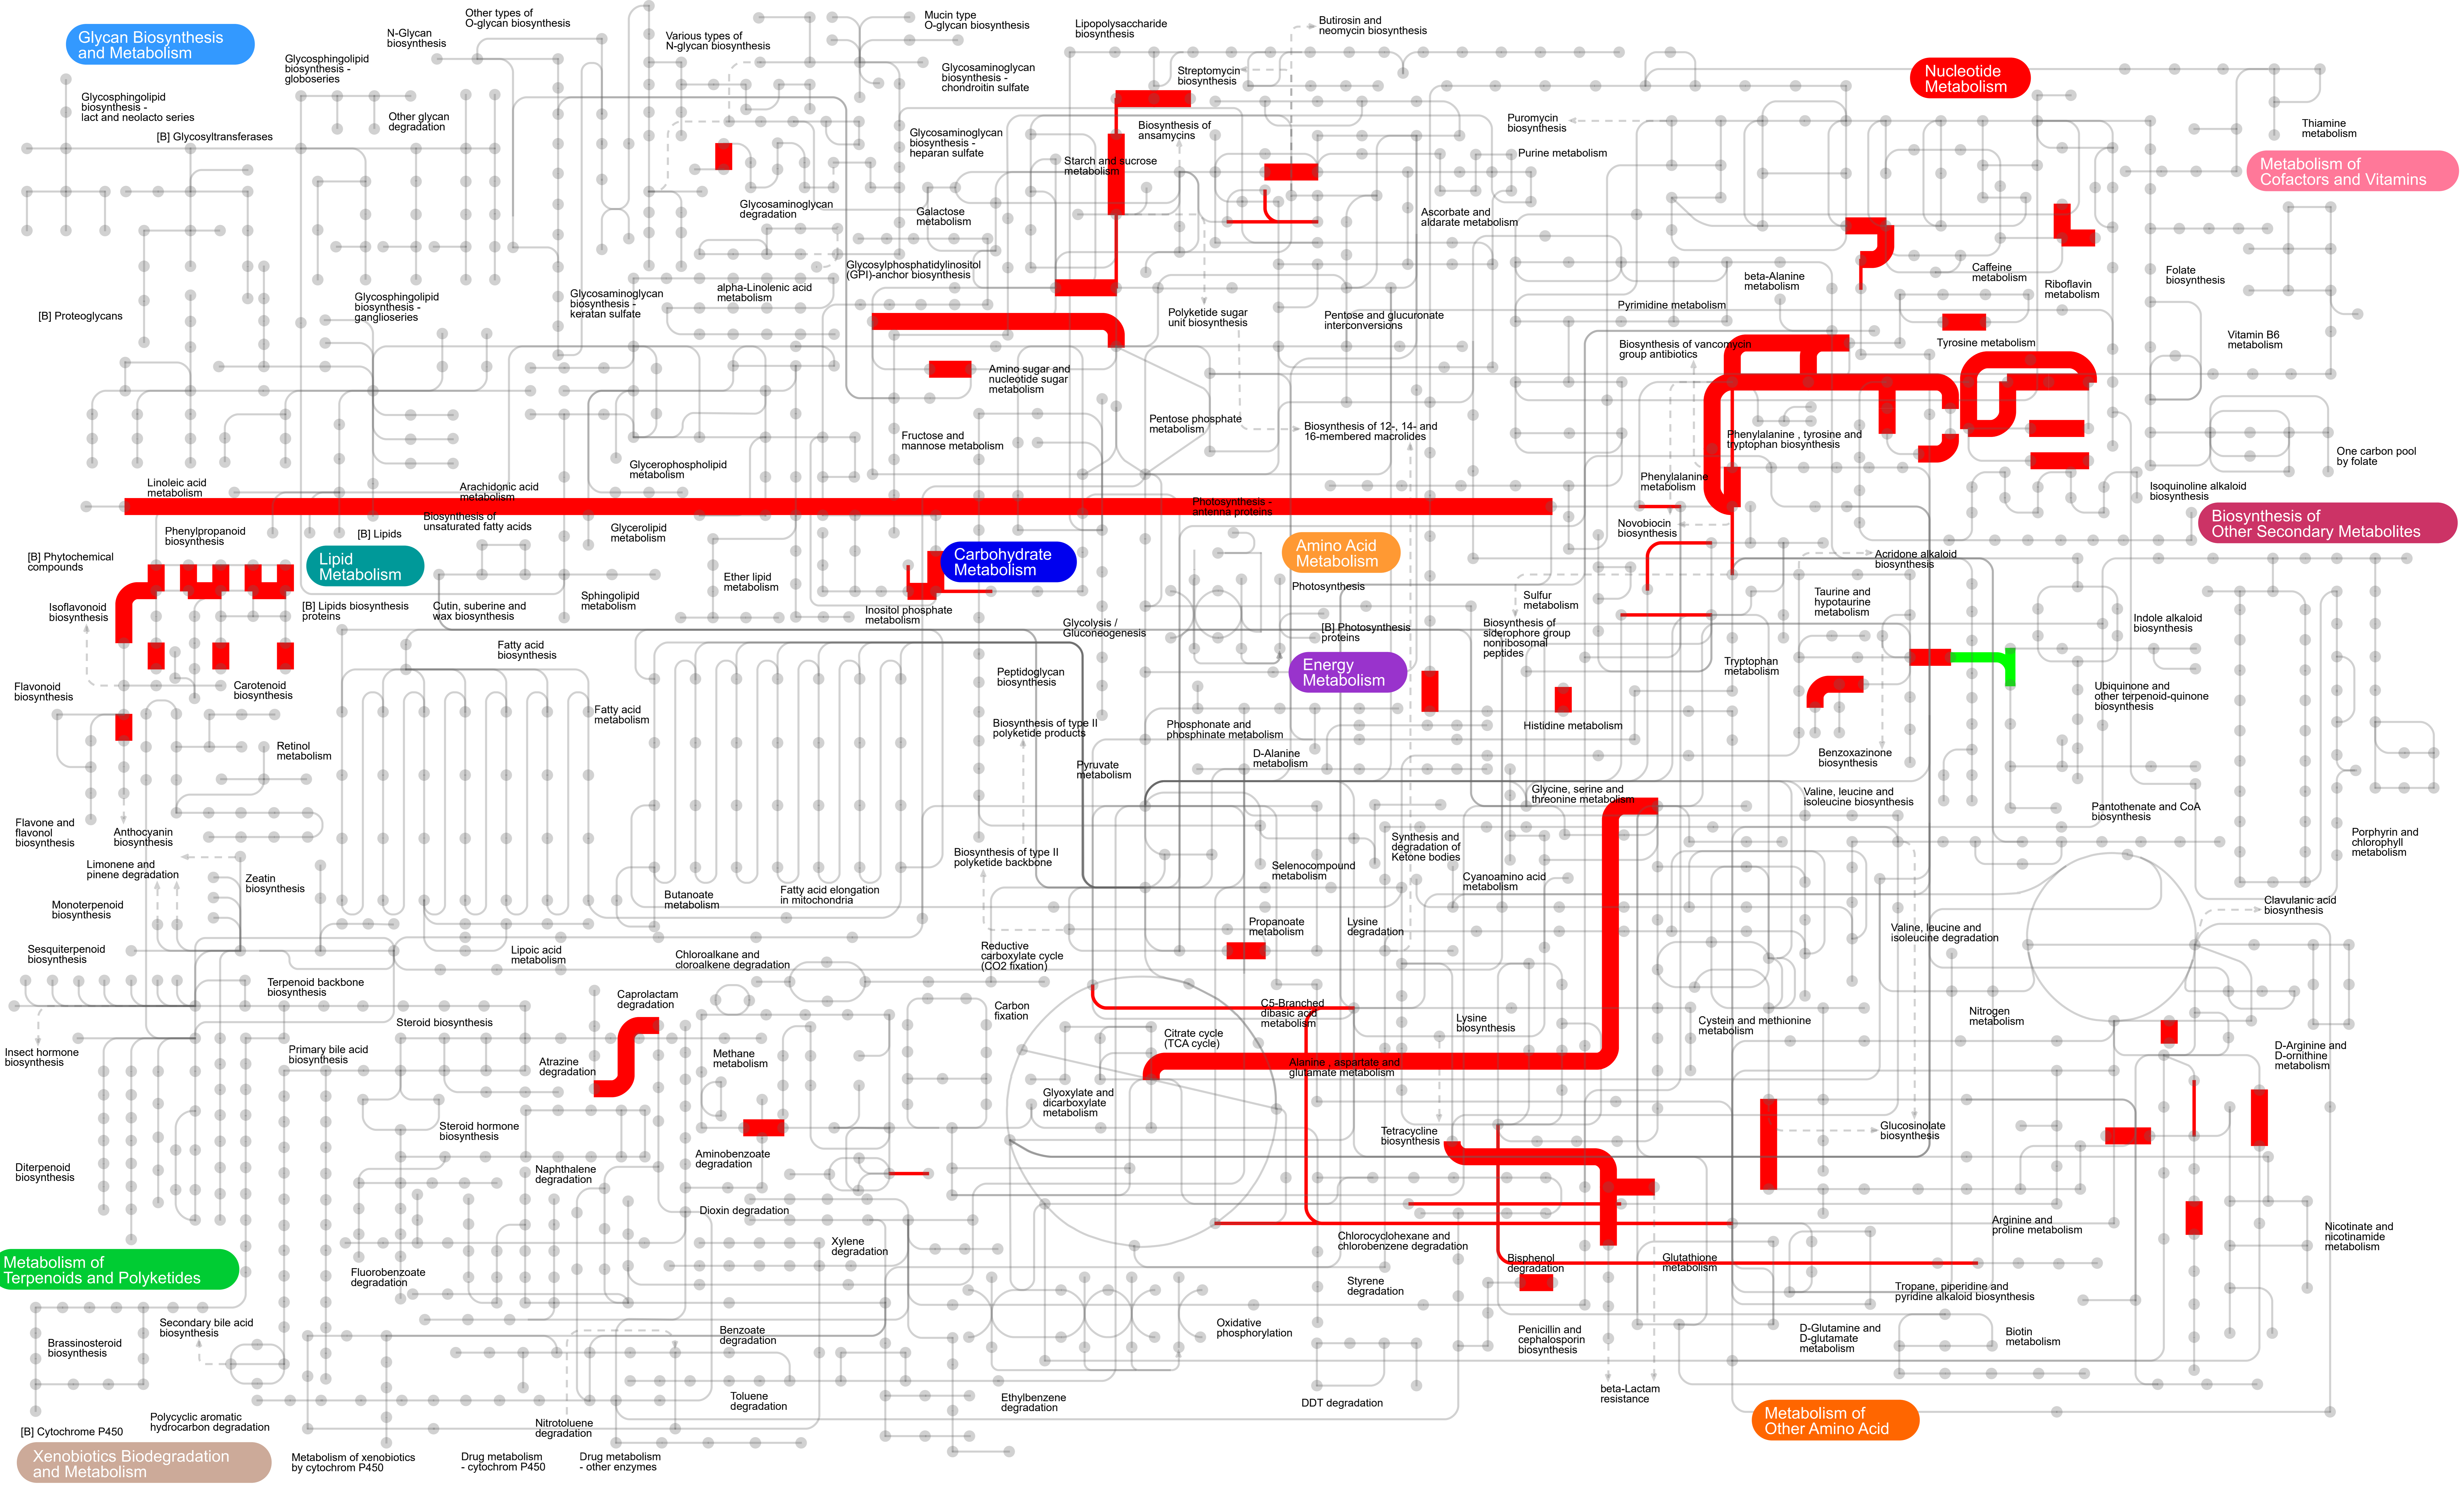

**Supplement:** Supplementary file 13 — Additional file 13. The differences in biosynthesis and secondary metabolic pathway between healthy controls and B-HCC patients. Green line is the special metabolism for healthy controls, yellow line is the special metabolism for B-HCC patients, red line for the common metabolism.

# Supplementary material for: Alteration in gut microbiota associated with hepatitis B and non-hepatitis virus related hepatocellular carcinoma
**Source:** Gut Pathog. 2019 Jan 18;11:1. doi: 10.1186/s13099-018-0281-6

Glycan Biosynthesis and Metabolism

Nucleotide Metabolism

Metabolism of Cofactors and Vitamins

Biosynthesis of Other Secondary Metabolites

Lipid Metabolism

Carbohydrate Metabolism

Amino Acid Metabolism

Energy Metabolism

Metabolism of Other Amino Acid

Metabolism of Terpenoids and Polyketides

Xenobiotics Biodegradation and Metabolism

Metabolism of xenobiotics by cytochrom P450

Drug metabolism - cytochrom P450

Drug metabolism - other enzymes

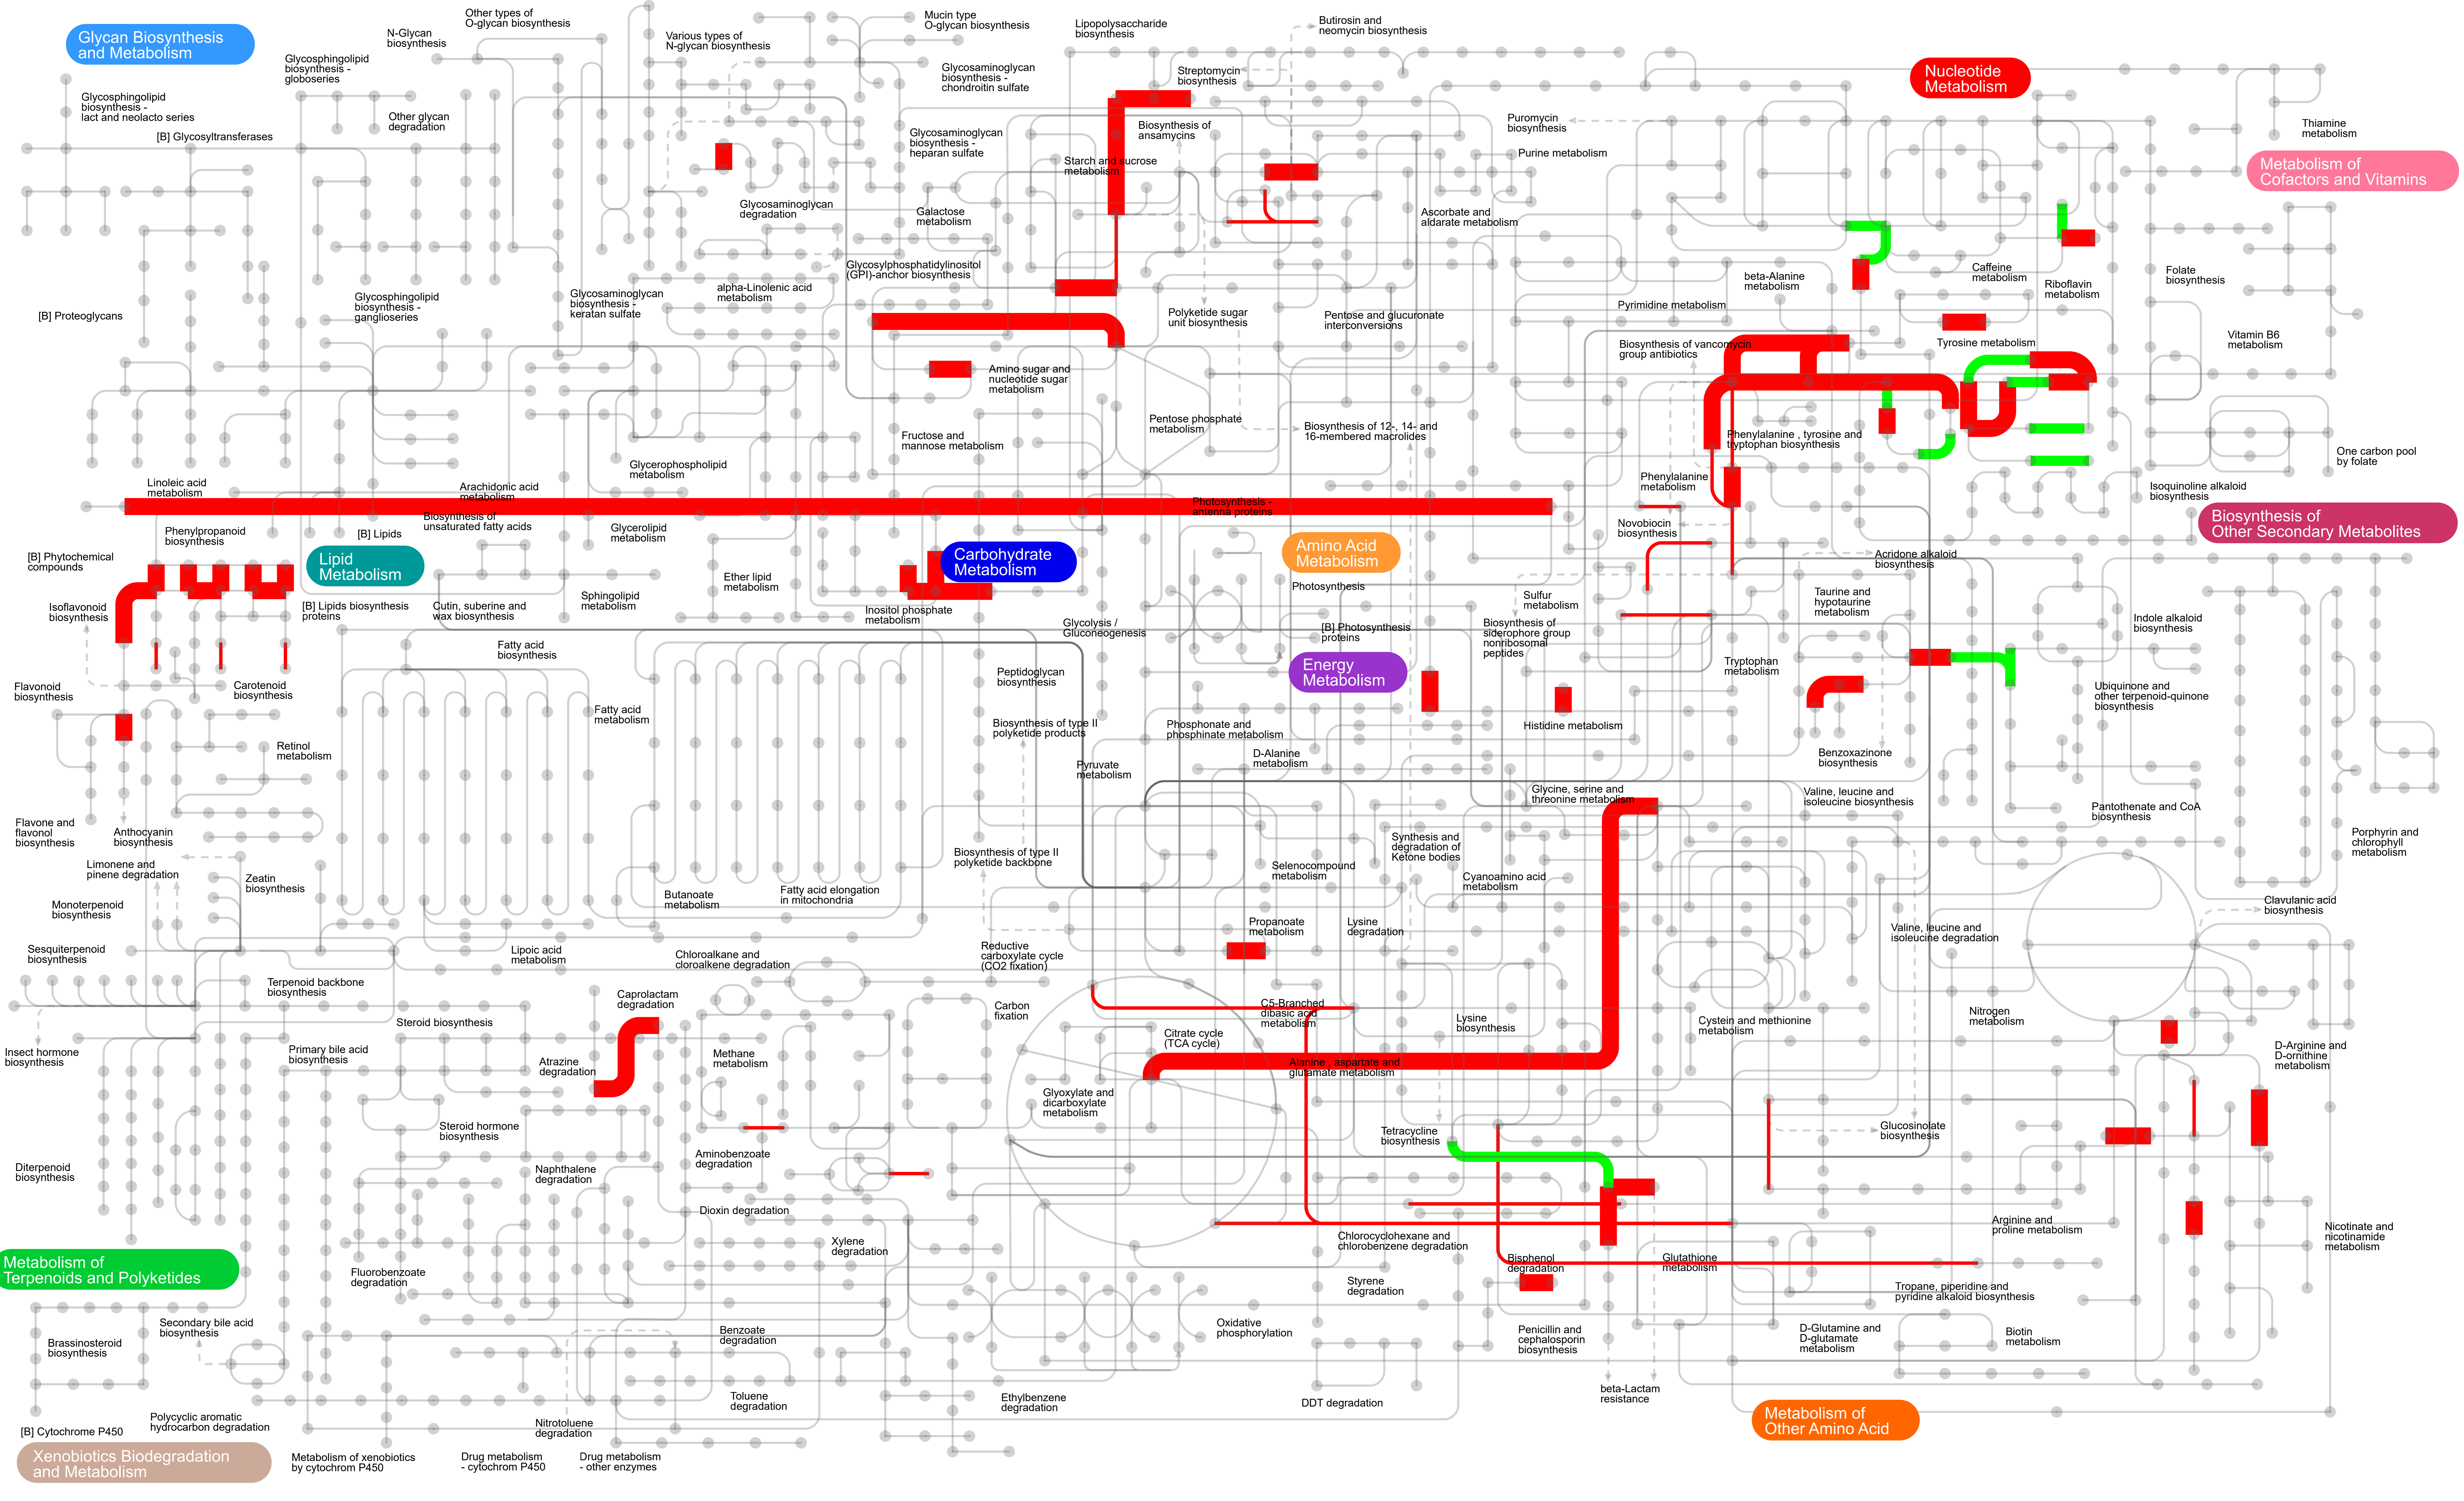

**Supplement:** Supplementary file 14 — Additional file 14. The differences in biosynthesis and secondary metabolic pathway between healthy controls and NBNC-HCC patients. Green line is the special metabolism for healthy controls, yellow line is the special metabolism for NBNC-HCC patients, red line for the common metabolism.

# Supplementary material for: Alteration in gut microbiota associated with hepatitis B and non-hepatitis virus related hepatocellular carcinoma
**Source:** Gut Pathog. 2019 Jan 18;11:1. doi: 10.1186/s13099-018-0281-6

Glycan Biosynthesis and Metabolism

Nucleotide Metabolism

Metabolism of Cofactors and Vitamins

Biosynthesis of Other Secondary Metabolites

Carbohydrate Metabolism

Amino Acid Metabolism

Energy Metabolism

Lipid Metabolism

Metabolism of Terpenoids and Polyketides

Metabolism of Other Amino Acid

Xenobiotics Biodegradation and Metabolism

Metabolism of xenobiotics by cytochrom P450

Drug metabolism - cytochrom P450

Drug metabolism - other enzymes

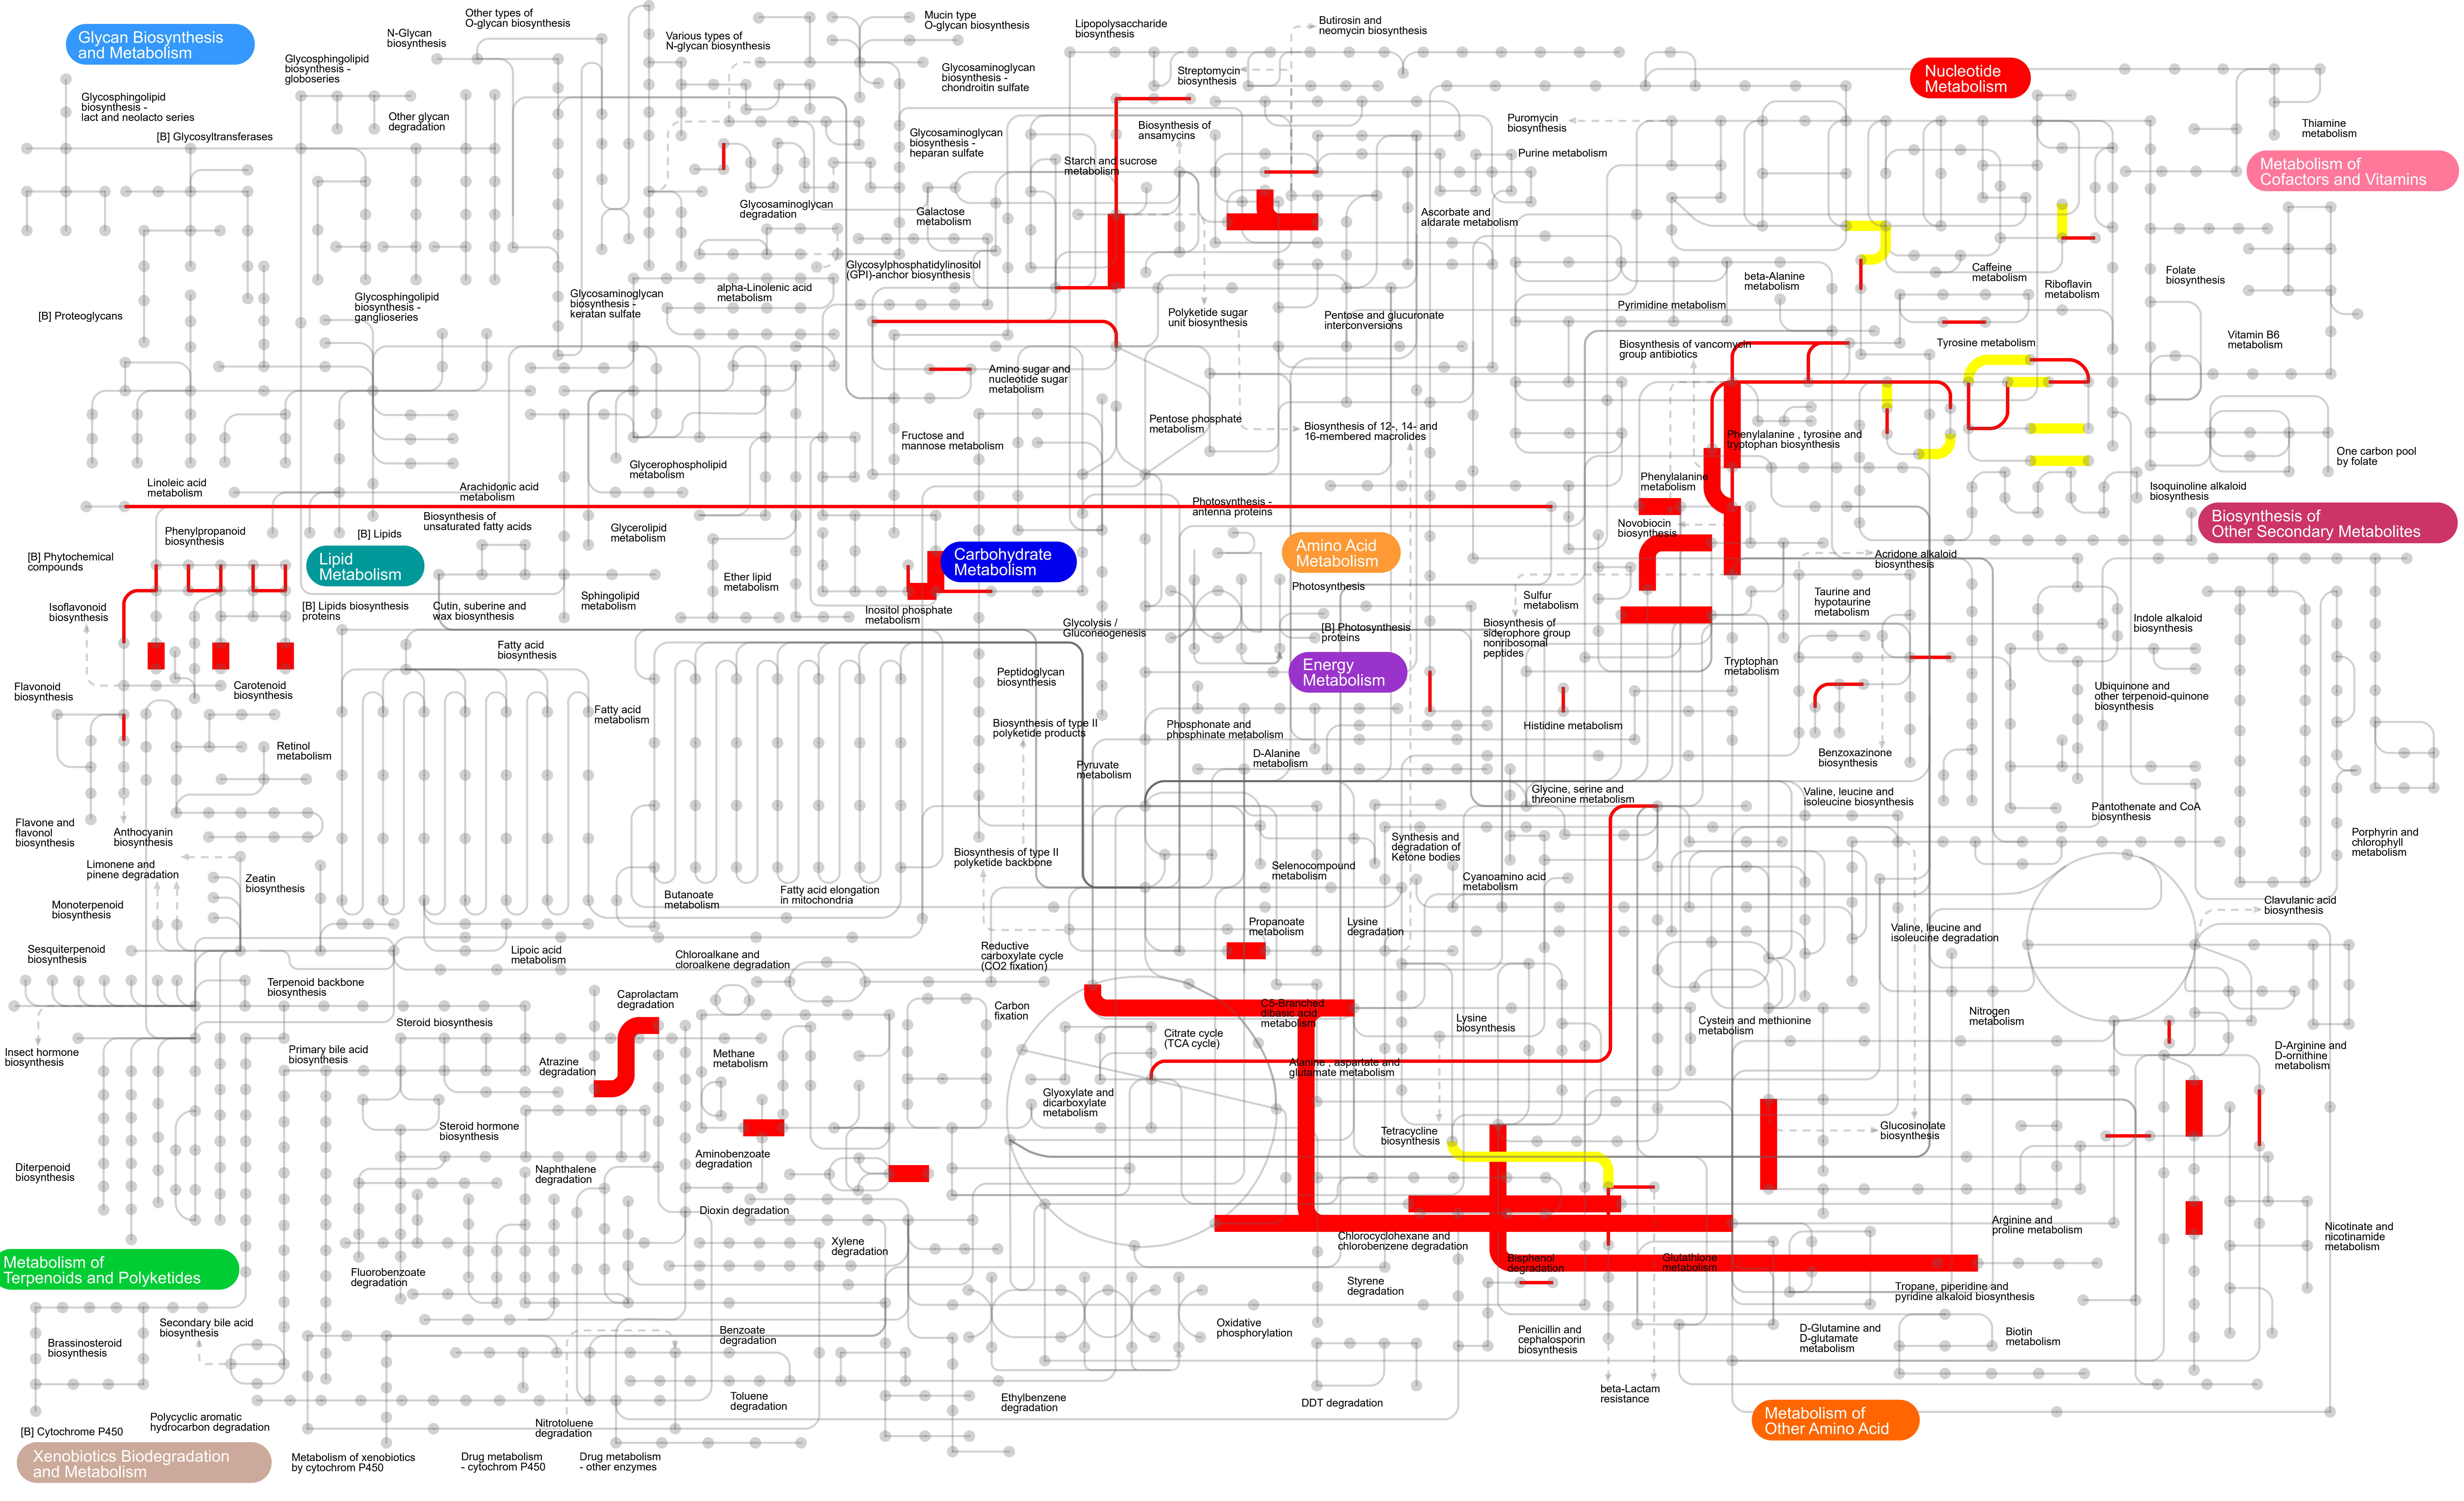

**Supplement:** Supplementary file 15 — Additional file 15. The differences in biosynthesis and secondary metabolic pathway between B-HCC and NBNC-HCC patients. Green line is the special metabolism for B-HCC, yellow line is the special metabolism for NBNC-HCC patients, red line for the common metabolism.

How the deposited data were processed for this re-analysis (not part of the article)

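Fecal samples of 33 healthy controls, 22 NBNC-HCC patients and 35 B-HCC patients were studied by sequencing the V4 region of the 16S rRNA gene. Participants were assigned to groups from the sample labels and Table 1. The groups are different people, so no pairing between them exists. They differ in sex, drinking and BMI in Table 1, and no covariate was used in any test.

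The authors grouped the sequences into OTUs at 97% similarity with QIIME and assigned a lineage to each. The deposited table holds 1 value per OTU, a fraction between 0.80 and 1.00 that gives the confidence of the assignment. It has no value per participant, and the number of columns of per-participant values in it is 0. The classifier, its reference database and any confidence minimum are not given in the sources used here. From this table, the OTUs, the names at each rank and the OTUs of each taxon were counted, with names as written, each counted once, and blanks left out. OTUs are not replicates, so no interval over participants is given for these counts. The human reference genome in hand does not apply to bacterial taxa and was not used.

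Relative abundances per participant were read from the paper's Additional files 2 (phyla), 3 (orders), 4 (genera), 5 (top 35 genera) and 9 (predicted pathways), multiplied by 100 to give percent. The copies in hand hold 33 of 33 healthy controls, the first 16 of 22 NBNC-HCC patients and no B-HCC patient, so comparisons are of 33 against 16 participants and B-HCC values are the paper's. The number of sequences per participant is unknown. The smallest value above 0 in Additional file 4 was 0.00220%, and no count was inferred from it. As a check of the labels, the control means computed here were within 1% of those in Additional file 8 for 49 of 49 genera.

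Healthy controls and NBNC-HCC patients were compared for each taxon or pathway by a two-sided permutation test of the rank sum with mid-ranks and 100000 resamples, for which the smallest p is 1e-05. P values were adjusted by the Benjamini–Hochberg method over the 425 genera above 0 in any of the 49 participants, over the 31 lines of the phylum or order tables, or over 35 pathways. On simulated data made from the values of the 425 genera, with 50 genera changed in 16 participants, 20 of 50 were recovered at adjusted p below 0.05 for a 2-fold change and 37 of 50 for a 4-fold change, and 0 unchanged genera were called. In the simulation without any change, 11 of 425 genera (2.59%) had p below 0.05. The changed genera were drawn only from those above 0 in at least 50% of the simulated participants, and were only raised. Each genus was resampled on its own, so links between genera were not kept. The recovery therefore does not hold for rarer genera, and none of these counts carries such links. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

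The tests, the alternatives and the rule for the taxa named were fixed before the deposited table was examined, except where stated, and the values of the additional files had been seen by then. Named were every phylum, order, genus and pathway that the Results or Discussion name and that the table used there holds, the 5 genera with the smallest p, and the 5 phyla, orders and genera with most OTUs. Of those named by the paper, 13 pathways and 3 genera were added to the alternatives after the other results were seen. The alternatives of the test were not run on every taxon named for its number of OTUs. The alternatives were the difference in means, the difference in means of log10(relative abundance + 1e-05), the 38 participants with Buchnera at 0 (27 controls and 11 patients), filters on low genera, medians in place of means, and, for the deposited table, other ways to count names. A list of 46 genera described mainly from soil, water, plants or extraction kits was written after the additional files had been seen. Signs of correlations between genera were counted with 20000 permutations per group. Diversity indices, PCoA, clinical correlations, canonical correspondence analysis and the module networks were not analysed here.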

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

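Setting the 6 patients not in hand above or below all others, and subtracting Buchnera from Proteobacteria, were chosen after the results were seen. The other alternatives were fixed before the deposited table was examined, when the values of the additional files had been seen.

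In the deposited table, no count of OTUs, phyla, orders or genera moved by more than 1.5 times under any alternative. Counting full lineages gave 125 orders and 479 genera, and leaving out unidentified and uncultured names gave 117 and 456. A confidence minimum of 0.8 removed nothing, because every OTU was at 0.80 or above, so it says nothing about stability.

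The number of genera with p below 0.05 between 33 healthy controls and 16 NBNC-HCC patients was 26 of 425. Of these, 12 were higher and 14 lower in patients. It was 18 with the difference in means (11 higher and 7 lower, 14 of them among the 26), 19 with the log10 difference (9 higher and 10 lower, 18 among the 26), and 37 of 300 among participants with Buchnera at 0 (27 higher and 10 lower, 19 among the 26). The balance of directions therefore differed between these settings, and the cause was not tested. The filters change no p and only leave fewer genera, with 24 of 247 above 0 in at least 10% of participants (10 higher and 14 lower) and 13 of 102 with a mean of at least 0.01% (4 higher and 9 lower). The number with adjusted p below 0.05 was 0 by the rank sum, by the difference in means and by the log10 difference. It was 2 with the filter on detection (Ezakiella, adjusted p = 0.0420, and Erysipelatoclostridium, 0.0494), and 1 with the filter on means (Erysipelatoclostridium, 0.0408), where the adjustment ran over fewer genera. Among participants with Buchnera at 0 it was 4: Erysipelatoclostridium (adjusted p = 0.00300), Lachnospiraceae UCG 003 (0.00450), Ezakiella (0.00600) and Hydrogenoanaerobacterium (0.0187). Here both the participants and the number of genera changed, and the cause was not tested. The paper's means over 22 patients leave 0.0907% of Lachnospiraceae UCG 003 for the 6 not in hand, above the mean of 0.0781% over 33 controls. Ezakiella is left at 0.00257%, between the 0.000275% of the 16 patients and the 0.00340% of the controls. Hydrogenoanaerobacterium is left at 0.00587%, on the side of the 16 patients. Ezakiella and Hydrogenoanaerobacterium had a control median of 0.00220%, the smallest value above 0 for any genus. The number of pathways with p below 0.05 was 1 of 35, porphyrin and chlorophyll metabolism, and 0 among participants with Buchnera at 0.

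The alternatives of the test were run on 73 of the named taxa and pathways, without Acidobacteria and Myxococcales. Of the 73, 51 kept their direction and their side of p = 0.05 with the difference in means and 60 with the log10 difference. Among participants with Buchnera at 0, 54 of the 71 that could be compared kept both. Of the 4 genera of Fig. 3a, Eubacterium ventriosum group and Lachnospiraceae UCG 001 kept direction and p below 0.05 under the 3 alternatives of the test. Megamonas lost it with the difference in means (p = 0.135) and Lachnospira among participants with Buchnera at 0 (p = 0.0701). With the 6 NBNC-HCC patients not in hand all ranked above every other participant, p for these 4 would lie between 0.604 and 0.963, and with all ranked below between 3e-05 and 0.000380. The paper's means over 22 patients exclude both for these 4, since they leave a mean over the 6 of 0.265% for Megamonas, 0.113% for Eubacterium ventriosum group, 0.0840% for Lachnospiraceae UCG 001 and 0.803% for Lachnospira, each between the lowest and the highest of the other participants and below the control mean. The paper's P values over its 22 patients are 0.0257 for Megamonas, 0.0116 for Lachnospira and 0.0124 for Lachnospiraceae UCG 001.

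Among the 73, the direction was the opposite of the rank sum's for several taxa and pathways. None of them had p below 0.05 in either test. The cause was not tested. With the difference in means these were, with p and the direction in NBNC-HCC patients, Bacteroidetes (0.771, lower), Proteobacteria (0.648, higher), Enterobacteriales (0.523, higher), Clostridiales (0.837, higher), Bacteroidales (0.799, lower), Escherichia-Shigella (0.0796, higher), Buchnera (0.224, lower), Lachnospiraceae UCG-010 (0.358, higher), Veillonella (0.842, higher), Barnesiella (0.624, higher), Ruminococcaceae UCG-014 (0.374, higher), Phascolarctobacterium (0.989, higher), Enterococcus (0.908, lower), Tyzzerella 4 (0.641, lower), Dialister (0.602, lower), Bradyrhizobium (0.235, lower), Purine metabolism (0.813, lower), Starch and sucrose metabolism (0.916, lower), Pyrimidine metabolism (0.876, lower), Ribosome (0.925, lower). With the log10 difference they were Bacteroidetes (0.427, lower), Bacteroidales (0.474, lower), Escherichia-Shigella (0.502, higher), Buchnera (0.923, lower), Faecalibacterium (0.579, lower), Parabacteroides (0.910, lower), Alistipes (0.453, lower), Bradyrhizobium (0.700, lower), Purine metabolism (0.743, lower), Starch and sucrose metabolism (0.790, lower), Pyrimidine metabolism (0.741, lower), Ribosome (0.736, lower). Among participants with Buchnera at 0 they were Enterobacteriales (0.976, higher), Clostridiales (0.776, higher), Prevotella 9 (0.188, higher), Barnesiella (0.192, higher), Phascolarctobacterium (0.628, higher), Ruminococcus 2 (0.894, lower), Starch and sucrose metabolism (0.727, lower), Transcription factors (0.658, lower), Eubacterium ruminantium group (0.981, higher), Peptidases (0.281, higher), Pyruvate metabolism (0.450, lower). With Buchnera subtracted, Proteobacteria was higher by the difference in means (0.0888). Acidobacteria (mean 0.0585% in controls and 0.00674% in NBNC-HCC patients) and Myxococcales (0.0129% and 0.00234%) were not among the 73. In both, the mean was lower and the mean rank higher in patients.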

Differences from the paper's values

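By the main settings, no value stated by the paper for a measure computed here differed by more than 1.5 times and by more than the spread. Both limits had to be passed, so a wide spread hides large ratios. Ezakiella averaged 0.000275% in the 16 NBNC-HCC patients and 0.000901% in the paper's 22, which the rule did not count. The participants are also the paper's own, so closeness is built in and is no independent check. The deposited table lists 2107 OTUs where the paper states 2047. It holds 123 order names and 478 genus names where the paper states 125 orders and 479 genera, and counting full lineages, set before the deposited table was examined, gives 125 and 479. The paper names 26 genus contrasts between controls and NBNC-HCC patients over 22 patients, and 26 genera passed here over 16, of which 13 are among the paper's. Of the other 13 contrasts of the paper, Family XIII AD3011 group passed with the difference in means and among participants with Buchnera at 0, and Victivallis among participants with Buchnera at 0, both under alternatives set after the values of the additional files had been seen.

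The paper describes transport pathways as higher in NBNC-HCC patients. Over the 16 patients in hand, 2 of the 4 pathways it names had a higher mean than in controls and 0 a higher median. The p values lay between 0.439 and 0.975 (permutation tests of the rank sum). The 2 were secretion system and transcription factors, and neither of the lines named for transporters had a higher mean. Secretion system was on the paper's side, at 1.29% against 1.19%, while ABC transporters were level at 3.17% in both groups. The paper counts fructose and mannose metabolism among the pathways that separate controls from NBNC-HCC patients. Here it was lower in patients with p = 0.122, and between 0.0827 and 0.0953 under the 3 alternatives, while porphyrin and chlorophyll metabolism passed with p = 0.0434.

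Fig. 3a shows Eubacterium ventriosum among the genera lower in NBNC-HCC patients than in controls, and it passed here with p = 0.00518. Additional file 8 lists this genus for the contrast between the patient groups alone. Fig. 2a marks Alloprevotella for the contrast between the patient groups, and Additional file 8 has no line for it. Fig. 2b places Enterococcus among Proteobacteria, while the deposited table assigns its 1 OTU to Firmicutes.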

Other observations

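The tests of Buchnera with environmental genera and between groups, of Escherichia-Shigella, of Eggerthella, and of the splits for adjusted p were chosen after the values were seen, and so were the counts of genus pairs.

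Buchnera, a bacterium of aphids, was above 0 in 11 of 49 participants. In these 11, a median of 16 of 44 listed genera of soil, water, plants or extraction kits were also above 0, against a median of 1 in the other 38 (permutation test of the rank sum, p = 1e-05, the smallest it can give). The list held 46 genera, of which 13 are among the genera that the paper reports as different, 11 of them between the patient groups. The test asked whether the lowest number among the 11 lay above the highest among the 38, and it ended in a tie at 9. Environmental DNA in the same samples would raise the numbers but need not separate them fully, so the tie does not count against it. The medians show that Buchnera occurred together with the listed genera. That goes with environmental DNA, which was not measured directly and stays open as a candidate explanation. Whether it would come from food, collection or extraction was not tested, since no blank reaction or date of extraction was used here. The OTUs assigned to Buchnera had a median confidence of 0.98, below the median of 1 over all OTUs but far from the lowest value of 0.80, so weak matches as the explanation stay open. The share of participants with Buchnera was 18.2% of controls and 31.2% of NBNC-HCC patients (Fisher's exact test, p = 0.466), which leaves a difference between the groups open at these numbers.

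The higher mean of Escherichia-Shigella in NBNC-HCC patients may rest on a few patients with very high shares. The medians were 1.12% in patients and 1.10% in controls, and the rank sum gave p = 0.995. The SD was 18.8 in patients and 2.97 in controls, and 2 of the 16 patients in hand and 2 of the 33 controls were above 10%. Among the patients in hand, the higher mean therefore went with a few very high shares and not with a higher typical share. The values of the participants had been seen before this was asked, so these numbers describe the pattern and are no independent test. Whether this holds for the patients not in hand stays open. Whether the disease raises the genus in patients with very high shares was not tested.

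Random splits of the 49 participants into 33 and 16 gave a median of 9 genera with p below 0.05 and a highest of 64. As many as the 26 of the real split were reached in 9 of 100 splits, the real one included, so chance is not excluded for this count. Splits within the 38 participants with Buchnera at 0 were not run. The 37 of 300 genera found there therefore have no such comparison. For pathways, 43 of 100 splits gave 1 or more. For genera with adjusted p below 0.05, where the real split had 0, the count of 100 of 100 splits decides nothing, since 0 is the least possible.

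Erysipelatoclostridium was lower in NBNC-HCC patients, with a mean of 0.0533% in controls and 0.0114% in patients and above 0 in 32 of 33 and 15 of 16. It had the second smallest p of 425 genera, and Additional file 8 does not list it. Its p was 0.000400 over the 16 patients in hand, and no mean over 22 patients is in hand for it. The 6 patients not in hand could account for this, since p would be 0.300 if all 6 ranked above every other participant, so this stays open.

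Additional file 8 lists Eggerthella at a mean and SD of 0 in B-HCC patients and names a contrast between controls and NBNC-HCC patients alone. In Additional file 4, 18 of 33 controls were above 0. A candidate explanation is a contrast left out of the table, since 5 of its genera had p below 0.05 between controls and the 16 NBNC-HCC patients with no such contrast listed (Eubacterium ventriosum group, Holdemanella, Lachnospiraceae UCG 003, Ruminococcaceae UCG 004 and unidentified Coriobacteriaceae), and 1 P value, of Defluviicoccus, has no contrast named. The test on 16 of 22 patients differs from the paper's, so part of the 5 could come from the patients in hand. Another candidate explanation is 0 standing for values that were not compared. Of the 9 genera at a mean of 0 in NBNC-HCC patients, 9 have a contrast that names this group, so zeros were compared there, which leaves Eggerthella in B-HCC patients open.

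The paper reports only positive links in the network of NBNC-HCC patients and some negative links in that of B-HCC patients. Its methods name a threshold of r above 0. The paper's networks also held the significantly different genera and were made for its full groups. The counts here are of the top 35 genera alone, so they are not counts of the paper's links. Among all 595 pairs of the top 35 genera over 16 NBNC-HCC patients, 298 had a positive and 297 a negative Pearson correlation, and by Spearman correlation 397 and 198. Over the 561 pairs of 34 genera among the 11 patients with Buchnera at 0, these were 255 and 306 by Pearson and 276 and 285 by Spearman, so the surplus of positive Spearman pairs was not seen there. Of the 595 pairs, 109 had a positive and 24 a negative Pearson correlation at a permutation p below 0.1, and 12 pairs had an adjusted p below 0.05. For Spearman these numbers were 137, 28 and 28. Among the 11 patients with Buchnera at 0, 58 were positive and 36 negative by Pearson at p below 0.1, with 3 at an adjusted p below 0.05, and 58 and 49 by Spearman, with 0. In the 33 controls, 287 of all pairs were positive and 308 negative by Pearson and 404 and 191 by Spearman, and in the 27 controls with Buchnera at 0 they were 272 and 289 and 299 and 262. At p below 0.1 the numbers in the 33 controls were 85 and 34 by Pearson, with 5 pairs at an adjusted p below 0.05, and 136 and 47 by Spearman, with 25. In the 27 controls they were 78 and 48 by Pearson, with 4, and 91 and 60 by Spearman, with 13. Topological overlap was not analysed here, and no biological explanation was tested.

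Of the pathways in Additional file 9, 13 others that the paper names for B-HCC patients or in relation to genera had p between 0.0794 and 0.992 between controls and NBNC-HCC patients, and 6 of the 13 means were higher in patients. The genera Prevotella without a number, Ruminiclostridium without a number and Eubacterium ruminantium group had p between 0.315 and 0.498, and 1 of the 3 means was higher in patients.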
